# Studying Secondary Growth and Bast Fiber Development: The Hemp Hypocotyl Peeks behind the Wall

**DOI:** 10.3389/fpls.2016.01733

**Published:** 2016-11-18

**Authors:** Marc Behr, Sylvain Legay, Eva Žižková, Václav Motyka, Petre I. Dobrev, Jean-Francois Hausman, Stanley Lutts, Gea Guerriero

**Keywords:** *Cannabis sativa*, hypocotyl, bast fibers, cell wall, RNA-Seq, immunohistochemistry, phytohormones

## Abstract

*Cannabis sativa* L. is an annual herbaceous crop grown for the production of long extraxylary fibers, the bast fibers, rich in cellulose and used both in the textile and biocomposite sectors. Despite being herbaceous, hemp undergoes secondary growth and this is well exemplified by the hypocotyl. The hypocotyl was already shown to be a suitable model to study secondary growth in other herbaceous species, namely *Arabidopsis thaliana* and it shows an important practical advantage, i.e., elongation and radial thickening are temporally separated. This study focuses on the mechanisms marking the transition from primary to secondary growth in the hemp hypocotyl by analysing the suite of events accompanying vascular tissue and bast fiber development. Transcriptomics, imaging and quantification of phytohormones were carried out on four representative developmental stages (i.e., 6–9–15–20 days after sowing) to provide a comprehensive overview of the events associated with primary and secondary growth in hemp. This multidisciplinary approach provides cell wall-related snapshots of the growing hemp hypocotyl and identifies marker genes associated with the young (expansins, β-galactosidases, and transcription factors involved in light-related processes) and the older hypocotyl (secondary cell wall biosynthetic genes and transcription factors).

## Introduction

Hemp (*Cannabis sativa* L.) is a herbaceous plant native to Central Asia known for its medicinal and textile applications for over 10,000 years. There is currently a renewed interest in hemp, because of its multitude of applications, notably in the construction and biocomposite sectors (Andre et al., 2016; Guerriero et al., 2016). As an example, the woody fibers of industrial hemp are used to manufacture a concrete-like material known as “hempcrete,” which is very light in weight, while the cellulosic fibers find application in the biocomposite sector for the creation of bioplastics.

The stem of *C. sativa* provides two types of fibers, i.e., the xylem and the phloem fibers. The latter are known as bast fibers. The cell walls of xylem fibers are impregnated with lignin to ensure strength and resistance to negative sap pressure (Wang et al., 2013), while those of the bast fibers are mainly made of crystalline cellulose (and can account for up to 75–80% of the dry mass; Guerriero et al., 2013). The other components of bast fiber cell walls are hemicelluloses (4%, including xyloglucan in the PCW and xylan in the SCW), pectins (4%), proteins (3%), lignin (2%) and traces of phenolic acids (<0.01%) (Crônier et al., 2005).

The cell wall is a highly dynamic and complex compartment, because its composition undergoes massive modifications as the plant develops (Cosgrove, 2005; Zhang et al., 2014). A typical example is the transition from primary to secondary growth in plants, a process requiring the shift from a phase characterized by active elongation to a stage of stem thickening (van Raemdonck et al., 2005; Zhong and Ye, 2007). Secondary growth is a relevant process, as it generates wood, an important renewable resource for humankind (Guerriero et al., 2014). Following the primary elongation phase, it is responsible for the radial growth of the stem and the root. Secondary growth is a complex phenomenon to study from a molecular perspective, as it is tuned by both exogenous factors (Moura et al., 2010) and phytohormones (via transcriptional master regulators; Didi et al., 2015). The diversity of cell wall composition has inspired the molecular study of various models for secondary growth, from trees (Tocquard et al., 2014) to specific tissues of herbaceous plants (Zhong et al., 2008; Taylor-Teeples et al., 2015).

In trees, the annual girth increase is the result of the activity of a secondary meristem, the vascular cambium. Both the vascular cambium and the genes involved in secondary growth are not restricted to trees, but are present in herbaceous species such as the small weed *Arabidopsis thaliana*. Secondary growth has been extensively studied in both the hypocotyl and root of this model organism (Sibout et al., 2008). In the *A. thaliana* hypocotyl the phases of elongation and girth increase are temporally uncoupled (Ragni et al., 2011), which enables experimenters to focus on different cell wall-related aspects of the same structure.

Among herbaceous plants, fiber crops also present secondary growth. In particular, the hypocotyl of flax, *Linum usitatissimum* L., was shown to be a valid system to study the molecular processes occurring during the stages of elongation and subsequent thickening of bast fibers (Roach and Deyholos, 2008). The authors showed indeed that bast fiber development in adult flax stems occurs following the same two stages of elongation and secondary wall deposition arising in the young hypocotyls. These two systems are therefore complementary for the study of bast fiber development. In the adult stem of fiber crops, a lignification gradient is observed: the basal internodes of the stem are more lignified than the younger elongating ones. The transition between the rapidly elongating and the lignified internodes of the stem occurs at a characteristic spot in flax, the so-called “snap point” (Gorshkova et al., 2003). The snap point therefore physically marks a zone below which the mechanical properties of bast fibers change considerably (Gorshkova et al., 2003). Hemp stems show the same basipetal gradient of lignification, with older regions of the stems characterized by a well-developed xylem and both primary and secondary bast fibers (Crônier et al., 2005). Notably, the developing hemp hypocotyl shows the same tissue organization, i.e., at younger stages the cells are elongating, while at older ones the tissues are more lignified, with the appearance of secondary bast fibers. As these cells originate from the cambium rather than the pro-cambium as in flax (Snegireva et al., 2015), the hemp hypocotyl is suitable to study their biosynthesis from a molecular point of view.

With the aim of proposing an alternative simple system to study secondary growth, the suitability of the hemp hypocotyl is here validated. In line with the study of Roach and Deyholos (2008), four sequential time points (6–9–15–20 days after sowing) are here investigated using a cross-disciplinary approach: transcriptomics (RNA-Seq) and the quantification of phytohormones have been coupled to optical and confocal microscopy observations. The goal is to decipher the molecular events involved in the radial growth and bast fiber development of the hemp hypocotyl. The results here shown contribute to add fundamental knowledge to the study of secondary growth and fiber formation in an economically important plant.

## Materials and Methods

### Plant Material and RNA Extraction

*Cannabis sativa* (cv. Santhica 27) hypocotyls of 6, 9, 15, and 20 days after sowing were grown in controlled conditions in incubators following a cycle of 16 h light 25°C/8 h dark 20°C. Three biological replicates per time point were analyzed. Each biological replicate consisted of 20 hypocotyls randomly selected among all incubators. The pooling of hypocotyls was needed because of the quantity of material required for transcriptomics. In order to bring to a minimum this pooling bias, a high number of hypocotyls were pooled together. By doing so, the power to detect differentially expressed genes within the four populations increased (Rajkumar et al., 2015). Sampling was performed on a single experimental batch to minimize technical variability. Samples were immediately frozen in liquid nitrogen and conserved at -80°C until RNA extraction. The sampled hypocotyls were crushed to a fine powder using a mortar, a pestle and liquid nitrogen. Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen), treated with DNase I on column, quantified and quality-checked using a Qubit 2.0 Fluorometer (Invitrogen) with the Qubit RNA Assay Kit (Molecular Probes), a NanoDrop 1000 Spectrophotometer (Thermo Scientific) and a 2100 Bioanalyzer (Agilent Life Sciences). All the RNAs displayed a RIN above 7.

### Library Preparation and Sequencing

Libraries were prepared from 3 μg of total RNA using the SMARTer Stranded RNA-Seq kit (Clontech). The isolation of mRNAs was performed using the Illumina beads and the TruSeq protocol (Illumina). The final elution of the mRNAs was performed using the Illumina elution buffer (19.5 μl). The isolated mRNAs were quantified using a Qubit fluorometer, as described above. Ten nanograms of mRNA were used for the cDNA synthesis and shearing, following the manufacturer’s instruction. Indexing was performed using the Illumina indexes 1–12. The enrichment step was carried out using 12 cycles of PCR. Subsequently, libraries were checked using a 2100 Bioanalyzer (DNA High sensitivity Kit) to evaluate the mean fragment size. Quantification was performed using the KAPA library quantification kit (KAPA Biosystems) using a ViiA7 Real-Time PCR System (Life Technologies). The pooled libraries (20 pM) were sequenced on an Illumina MiSeq in six consecutive runs (MiSeq reagent kit V3, 150 cycles) generating 76 base pairs (bps) paired-end reads. Raw sequences have been deposited at the NCBI Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo, accession number: GSE85144.

### Assembly, Mapping, and Data Analysis

Raw sequences reads were uploaded in CLC Genomics Workbench 8.0.3. Sequences were filtered and trimmed as follows: sequence length > 55 bps, sequence quality score < 0.01, no ambiguity in the sequence, trimming using Illumina adaptors, hard trim of 10 bps at the 5′ end and 3 bps at the 3′ end, resulting in a final sequence average length of 61 bps. Duplicated reads were removed from each library using the duplicate read removal plugin. The *de novo* assembly was performed with a wording size ranging from 20 to 54. The reads were mapped back to the assembly with a mismatch, insertion and deletion cost of 3, a coverage > 0.8 and similarity > 0.95. The optimal parameters were obtained with the auto-wording mode (24), bubble sizing in automatic mode. The assembly was then annotated using Blast2GO PRO version 3.0 against the *A. thaliana* non-redundant database. For each library, the mapping was performed with CLC Genomics Workbench 8.0.3 according to the following criteria: a maximum hit per reads of 3, similarity fraction > 0.95, a length fraction > 0.7, a mismatch, insertion and deletion cost of 3. Mapping (using the same above-described parameters) was also performed using the available transcriptome for the variety Finola (van Bakel et al., 2011), which was annotated using Blast2GO PRO version 3.0 against the *A. thaliana* non-redundant database. The expression values were then calculated using the RPKM method (Mortazavi et al., 2008). Genes with less than 10 mapped reads, with no specifically mapped reads in at least one of the libraries, were removed from the dataset. In order to highlight the differentially expressed genes, an ANOVA with four groups (H6, H9, H15, and H20) composed by three biological replicates was performed. A false discovery rate (FDR) correction was then applied to the dataset and genes with FDR corrected *p*-value below 0.05 were selected. Hard cut-offs were finally performed on the fold change (FC absolute value > 2) and the RPKM minimum difference (RPKM difference > 10).

Independent component analysis (ICA) was performed to assess the differences between the biological replicates within the online service MetaGeneAlyse v1.7.1 (Daub et al., 2003). MapMan functional annotations of H6 and H20 were performed with a subset of genes (-2 > Fold Change (FC) > 2) showing a TAIR ID. GOE analysis of H6 and H20 was realized with genes displaying -2 > log2 FC > 2 using ClueGO (v2.1.1) and CluePedia (v1.1.1) (Bindea et al., 2009, 2013) within Cytoscape (v3.2.1) with the following parameters: gene ontology from level 3 to level 9, using All_Experimental_evidence, kappa score set at 0.2, Benjamini–Hochberg correction. The presence of a signal peptide cleavage site in the proteins presumably excreted to the wall was determined with PrediSi^1^.

### RT-qPCR Validation

The RNA-Seq data were validated with RT-qPCR using a subset of 10 genes involved in cell wall biogenesis. Reverse transcription was carried out with the ProtoScript II Reverse Transcriptase (NEB) following the manufacturer’s instructions. Primers were designed with Primer3 and validated for the absence of dimers and secondary structures (hairpin) using OligoAnalyzer 3.1^2^. qPCR runs were performed in 384 well-plates, on a ViiA7 Real-Time PCR System (Applied Biosystems) with the Takyon SYBR Green low ROX (Eurogentec). A melt curve was realized at the end of each experiment to ensure the specificity of the products. Relative gene expressions were determined with the qBase^PLUS^ software v2.5 (Biogazelle). The geNorm analysis (Vandesompele et al., 2002) designated *CsaETIF4E* and *CsaGAPDH* as the most suitable genes for normalization (among *Histone, EF2, Actin, Cyclophilin, Ubiquitin, GAPDH, Tubulin, ETIF4E, ETIF3H*, and *ETIF3E*). Calibrated Normalised Relative Quantities (CNRQ) from RT-qPCR were used for the final comparison with the RPKM values.

### Phytohormones Quantification

The concentrations of phytohormones were determined with the method of Dobrev and Vankova (2012) using technical duplicates on biological triplicates (in H6, H9, H15, and H20). Briefly, 5–10 mg of lyophilised material was extracted with methanol/formic acid/water (15:1:4; v/v) with prior addition of 10 pmol [^2^H]-labeled internal standards described previously (Djilianov et al., 2013). Extracts were evaporated in vacuum concentrator and purified through mixed mode reversed phase – cation exchange SPE column (Oasis-MCX, Waters). The first fraction containing ABA, auxins and JAs and the second fraction containing cytokinins were concentrated to dryness prior to LC-MS. An aliquot (10 μl) of purified sample was analyzed on LC-MS consisting of HPLC (Ultimate 3000) coupled to hybrid triple quadrupole/linear ion trap mass spectrometer (3200 Q TRAP) set in selected reaction monitoring mode. The quantification of hormones was done using isotope dilution method with multilevel calibration curves. Data processing was carried out with Analyst 1.5 software (Applied Biosystems).

### Resin-Embedded Microscopy and Immunohistochemistry

Hemp hypocotyls were embedded in Technovit 7100 resin (Kulzer). Briefly, sections of 5 mm were fixed in glutaraldehyde/paraformaldehyde/caffeine (1%/2%/1% v/v in Milli-Q water) under vacuum for 15 min and 24 h at 4°C, dehydrated in an ethanol series (70–95–100%), impregnated in resin containing PEG 400 (2% v/v) and dimethacrylate ethylene glycol (0.4% w/v) and finally included. Cross sections of 10 μm thickness were cut using a microtome (Leica) and stained with toluidine blue or used for immunohistochemistry (IHC). Image acquisition was performed with a Leica DMR for toluidine blue and with a confocal microscope LSM 510 Meta (Zeiss) for IHC.

LM5 (β-1,4-galactan), LM10 (xylan) and LM15 (xyloglucan) (Plant Probes) antibodies were diluted 10-fold in milk protein (MP)/PBS (5% w/v). Sections were then incubated for 1.5 h, rinsed three times in PBS and incubated for 1.5 h with the anti-rat IgG coupled to FITC (Sigma) diluted 100-fold in MP/PBS. Before observation, three washing steps with PBS were performed. CBM3a (crystalline cellulose, Plant Probes) was diluted to 10 μg/mL in MP/PBS, incubated in mouse anti-His monoclonal antibody (1% in MP/PBS, Sigma) and finally incubated in 50-fold diluted anti-mouse IgG coupled to FITC (Sigma). Each incubation lasted for 1.5 h. Between each step, three washes with PBS were performed. The slides were mounted in Möwiol 4-88 (Sigma) and observed with the following settings: excitation at 488 nm, filter HFT 488/594 and emission recorded with LP 505. The microscope settings were kept rigorously constant between the different observations for a given epitope. Negative controls where either the primary or secondary antibody was omitted resulted in a very weak and negligible signal.

## Results

### Cell Wall Fingerprinting of the Growing Hemp Hypocotyl

In order to study the development of the secondary tissues in hemp, hypocotyls aged between 6 (H6) and 20 days (H20) were studied. The development of stem tissues during development was observed on hypocotyl cross sections stained with toluidine blue (**Figure 1**). In H6 the cortical parenchyma constitutes the bulk of the section, with collenchyma acting as supporting tissue and medullar parenchyma occupying a limited area (**Figure 1A**). In H9 the cambium has started multiple divisions, with the primary xylem being more developed. Simultaneously, the cells of the medullary parenchyma have grown, leading to an equilibrium between this tissue and cortical parenchyma (**Figure 1B**). At this point, the hypocotyl has stopped its elongation and secondary growth takes place (Supplementary Image S1). In H12, vessels of the secondary xylem are visible (**Figure 1C**). In H20, bundles of phloem fibers are well visible (**Figure 1F**). Between H15 and H20 (**Figures 1D–F**), no major changes occur, secondary xylem being the most prominent tissue and phloem bast fibers with thicker gelatinous walls getting distributed regularly between the cambial zone and the cortical parenchyma.

**FIGURE 1:**
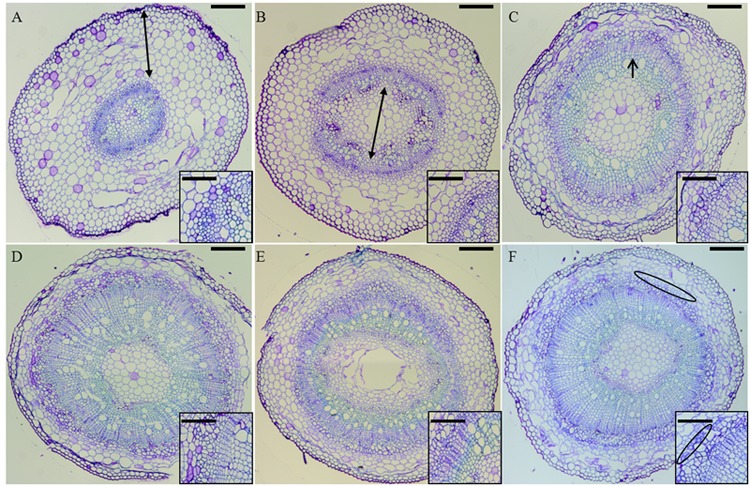
**Cross-sections of H6** (**A**, top left), H9 (**B**, top center), H12 (**C**, top right), H15 (**D**, bottom left), H17 (**E**, bottom center), and H20 (**F**, bottom right) stained with toluidine blue. In **(A)**, the double-pointed arrow spans the cortical parenchyma. In **(B)**, the double-pointed arrow spans the medullary parenchyma. In **(C)**, the arrow points to the developing xylem. In **(F)**, the phloem bast fibers are circled in black. Scale bar: 200 μm in the main pictures, 50 μm in the insets. The figure insets show zoomed regions of the hypocotyls where bast fibers gradually differentiate.

Confocal microscope observations were carried out on four representative time points, i.e., H6, H9, H15, and H20. Monoclonal antibodies recognizing β-1,4-D-galactan (LM5), xyloglucan (LM15), and xylan (LM10) and His-tagged recombinant protein recognizing crystalline cellulose (CBM3a) were used to study the distribution of key cell wall components during hemp hypocotyl development. We decided to use these specific antibodies to: (1) be able to differentiate primary and secondary growth using “marker” cell wall components (in these specific case hemicelluloses, i.e., xyloglucan and xylan) and (2) to provide a visual inspection of the bast fiber development (by following cellulose accumulation).

Galactan was detected in cambial cells and young xylem cells in H6 and H9 (**Figures 2A,B**), as well as in the parenchyma surrounding developing bast fibers in H15 and H20 (**Figures 2C,D**). The bast fibers did not show labeling (**Figure 2D**, inset).

**FIGURE 2:**
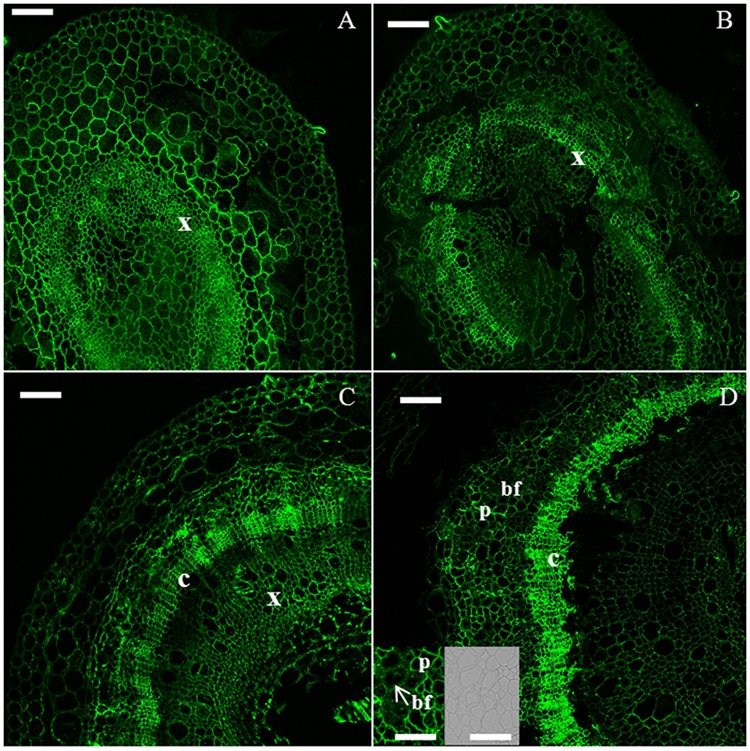
**Immunodetection of the LM5 epitope specific for β-1,4-D-galactan.** H6 (**A**, top left), H9 (**B**, top right), H15 (**C**, bottom left), H20 (**D**, bottom right). bf, bast fiber; c, cambium; p, parenchyma; x, xylem. Scale bar: 100 μm in the main pictures and 50 μm in the insets. The inset shows a zoomed detail of the cortex, where bast fibers are visible. For clarity of presentation, the corresponding DIC image is provided in **(D)**.

The xyloglucan epitope was detected in all the time points (**Figure 3**). In H6 and H9 (**Figures 3A,B**), the strongest signal was observed in developing xylem cells. In H15, the young primary bast fibers displayed an intense signal (**Figure 3C**). In older bast fibers, this signal decreased, leading to a comparable intensity in all the tissues of H20 (**Figure 3D**).

**FIGURE 3:**
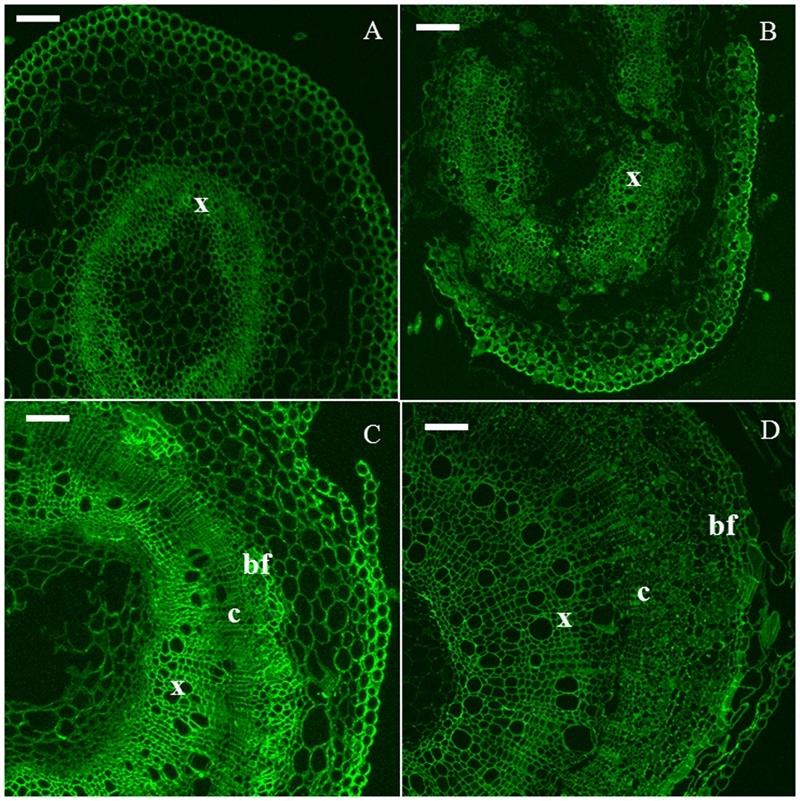
**Immunodetection of the LM15 epitope specific for xyloglucan.** H6 (**A**, top left), H9 (**B**, top right), H15 (**C**, bottom left), H20 (**D**, bottom right). c, cambium; bf, bast fiber; x, xylem. Scale bar: 100 μm.

The xylan epitope was associated with the xylem of H6 and H9 (**Figures 4A,B**). In H15, xylem cells were heavily stained and a weaker signal was detected in the cell wall of primary bast fibers (**Figure 4C**). In H20, secondary bast fibers displayed a signal which was more intense than the one detected in the primary bast fibers (**Figure 4D**).

**FIGURE 4:**
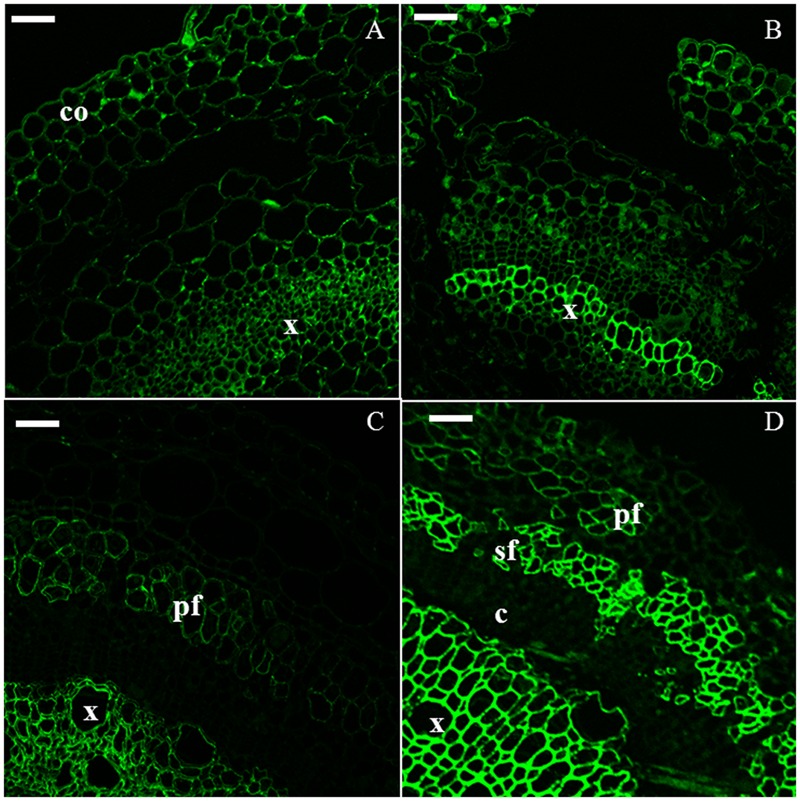
**Immunodetection of the LM10 epitope specific for xylan.** H6 (**A**, top left), H9 (**B**, top right), H15 (**C**, bottom left), H20 (**D**, bottom right). c, cambium; co, collenchyma; pf, primary bast fiber; sf, secondary bast fiber; x, xylem. Scale bar: 50 μm.

Crystalline cellulose was visualized with CBM3a (**Figure 5**). It was observed in all the tissues at each time point, particularly in xylem cells in H6 and H9 (**Figures 5A,B**) and in bast fibers in H15 (**Figure 5C**) and H20 (**Figure 5D**). Indeed, in the older hypocotyl, the gelatinous walls of both primary and secondary bast fibers were strongly labeled by the antibody.

**FIGURE 5:**
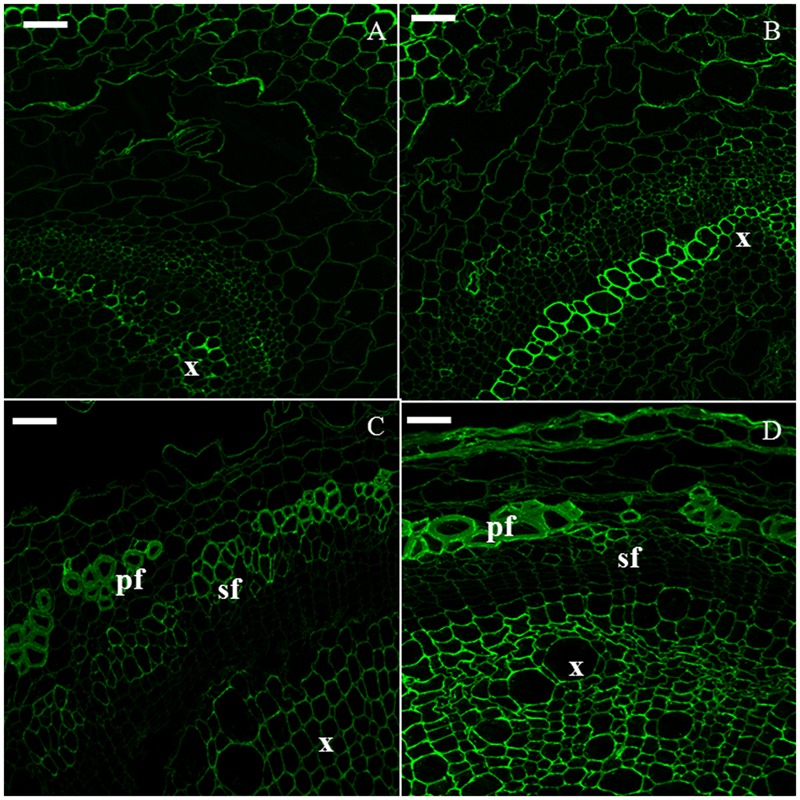
**Immunodetection of the CBM3a epitope specific for crystalline cellulose.** H6 (**A**, top left), H9 (**B**, top right), H15 (**C,** bottom left), H20 (**D**, bottom right). pf, primary bast fiber; sf, secondary bast fiber; x, xylem. Scale bar: 50 μm.

### Transcriptome Overview of the Growing Hemp Hypocotyl

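Whole hypocotyls of Cannabis sativa cv. Santhica 27 were sampled on day 6, 9, 15 or 20 from sowing. Each of the 3 libraries per time point came from a pool of 20 hypocotyls, and all 12 pools belong to a single experimental batch. Plants grew with 16 h of light at 25°C and 8 h of dark at 20°C. The authors sequenced stranded mRNA libraries as paired-end reads, whose length is 76 bp in the paper and 150 bp in the sample labels. They trimmed the reads, removed duplicates, assembled 28433 contigs de novo and mapped each library to them. The table used here gives, for each contig, the count of reads with a single mapping position and the RPKM of each library. It holds the 3622 contigs selected as changing among the time points, which is 12.7% of the assembly and 31.1 to 36.8% of the mapped reads of a library. Mapped reads ranged from 13413501 to 16522494 in H6 (median 15291159), 19075156 to 20193043 in H9 (19334612), 16839671 to 25855419 in H15 (23321531) and 16554349 to 22624965 in H20 (19809054).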

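Counts were compared between time points with the quasi-likelihood test of edgeR, with TMM factors on the totals of mapped reads and p adjusted over the 3622 contigs. A contig counts as changed at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. A member of a gene list counts as higher or lower at an adjusted p under 0.05. From H6 to H20, 3388 of the 3622 contigs reach this threshold in either direction, so a call by itself does not set a list apart. Levels are mean RPKM ± SD (n = 3 pools). Log2 fold changes are edgeR estimates on the TMM scale, while those of the paper's Table S6 are on the scale of plain log2 ratios of mean RPKM. For H20 against H6 the edgeR values lie a median of 0.10 above those of Table S6. Hemp contigs carry the name of their closest Arabidopsis match, and several contigs may share a name. Members that did not pass the test in a list are named after their values were seen. The 29 gene lists were fixed before the deposited counts were examined. They are not independent of the paper: they include genes it reports as changed, and contigs were matched partly through its tables. The camera test of limma compared each list of at least 5 contigs with the other selected contigs, at a preset correlation of 0.01 or an estimated correlation. At the preset correlation, groupings that mix H6 and H20 pools called 9 to 12 lists and the real one 10. A call at that setting is thus no evidence by itself of a difference between these time points. Since all contigs were selected for change, every share and every list result is a statement about that selection, not about the whole transcriptome.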

In order to get a detailed picture of the gene expression changes during the development of the hemp hypocotyl, RNA-Seq was performed on four representative time points (H6, H9, H15, and H20). As can be seen in **Figure 1**, these time-points correspond to key developmental stages of the hemp hypocotyl (elongation and secondary growth, development of bast fibers). After filtering and trimming, duplicated reads were removed (4–7% of the filtered reads). The sequences were assembled into 28433 contigs with size ranging from 282 to 15600 bps, an average length of 1136 bps and a N50 of 1660 bps (Supplementary Table S1). 84–88% of the reads were successfully mapped to the Santhica assembly with more than 99% of reads specifically mapped (Supplementary Table S1). 

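Between 84.3% and 87.5% of the reads of a library left after removing duplicates mapped to the assembly, and 99.98% of the mapped reads in the median library had a single position. Duplicates made up 3.61 to 6.79% of the filtered reads. The most abundant selected transcript was contig 126, matched to LHCB1.3, a light-harvesting protein of photosystem II, with a mean of 8410.3 RPKM in H6. The 10 contigs with the most reads held 3.27 to 5.00% of a library's mapped reads.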

After an ANOVA statistical analysis, 3622 differentially expressed contigs were selected. 

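All 3622 contigs differed among the 4 time points in a joint edgeR test, the largest adjusted p being 0.0384. Of these, 3620 also had a highest mean more than 2 times the lowest and a difference of means over 10 RPKM. The 2 that did not, named after their values were seen, were contig 8210, matched to AT1G76730 (ratio 3.41, difference 10.0 RPKM), and contig 10232 without a match (ratio 2.00, difference 25.9 RPKM). The test meets contigs chosen by the authors with the same grouping of the same libraries, so this count is no second test of the selection.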

When mapping against the Finola assembly (van Bakel et al., 2011), 3096 contigs were differentially expressed (Supplementary Table S2).

The RNA-Seq results were verified by quantifying the gene expression levels of 10 representative genes by RT-qPCR (Supplementary Table S3). Genes involved at different levels of cell wall biogenesis, displaying significant RPKM fold change between the time-points and covering a large range of expression (from 3 to 1600+ RPKM), were chosen. A good correlation was obtained between the RNA-Seq and RT-qPCR data (*R*^2^ = 0.91).

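RT-qPCR values of CESA7, a cellulose synthase of the secondary cell wall, went from 0.226 ± 0.131 in H6 to 2.44 ± 0.530 in H20, and those of NST1, a NAC regulator of fiber walls, from 0.341 ± 0.353 to 2.43 ± 0.860 (relative quantities, mean ± SD, n = 3 pools). CAD4, an alcohol dehydrogenase of the monolignol pathway, went from 1.08 ± 0.805 to 1.49 ± 0.198. Each gene was compared with the contig its primers were drawn from, in every pair of time points, which gives 60 pairs. In 49 of them the RNA-Seq difference passed the edgeR test, and there R2 was 0.883 (Pearson r 0.940) and all 49 had the same sign. The slope of RT-qPCR on RNA-Seq was 0.669. The 49 pairs share 10 genes and 4 time points and are not independent. Over the 10 genes alone, H20 against H6, r was 0.547 (permutation p = 0.104) and Spearman's rho 0.503 (permutation p = 0.145), with r 0.382 without the 2 genes farthest from the median. The CAD4 and PAL contigs on which the primers were designed are not the contigs whose RNA-Seq ratios stand beside them in Table S3.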

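The 12 libraries fell into 4 separate groups along the first 2 principal components of log2(RPKM + 1), which held 71.9% and 18.7% of the variance. H15 and H20 were the closest pair, 32.7 apart, while H6 and H9 lay 67.7 apart and H9 and H15 68.7 apart. H6 lay 110.0 from H15 and 107.8 from H20. Within a time point the mean distance between libraries was 6.26 (H6), 5.67 (H9), 6.87 (H15) and 1.76 (H20). The mean silhouette width by time point was 0.890, with 0.737 for the lowest library. Separation by time point is built into contigs selected for differing among time points, so the distances between groups say more than the separation itself.

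**Figure D1:**
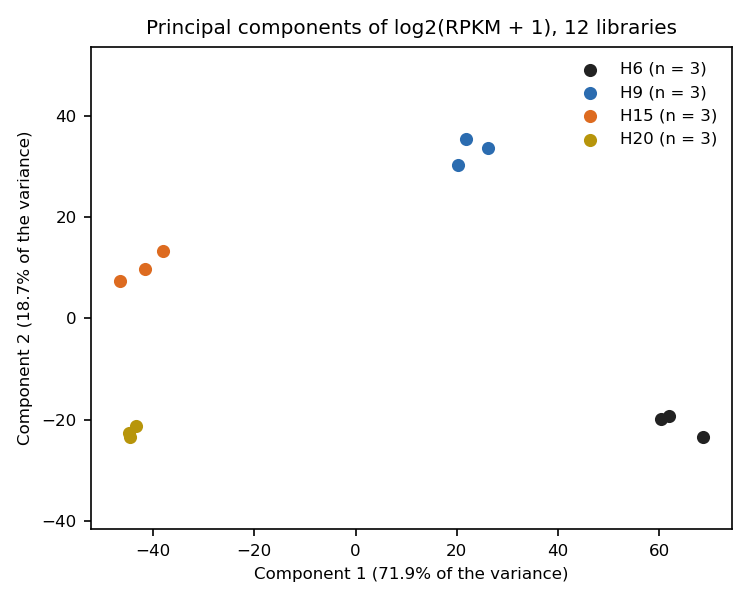
Scores of the 12 libraries on the first 2 principal components of log2(RPKM + 1), 3622 contigs, n = 3 pools per time point.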

Independent Component Analysis (Daub et al., 2003) performed on RPKM values resulted in a good separation between each time-point when using two independent components (**Figure 6A**). The expression profiles of the 3622 differentially regulated genes were assessed by hierarchical clustering using a Euclidean distance matrix in complete linkage. Thirteen clusters were obtained (Supplementary Image S2), with the four most important (C1–C4) accounting for 81% of the genes (**Figure 6B**). 

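Of the 3620 contigs passing all cut-offs, 1511 (41.7%) had a higher mean over H15 and H20 than over H6 and H9. Among them were the contig of SND2, whose mean was highest in H15, and those of CESA8, XND1 and KNAT7, highest in H20. By single time point, 718 contigs (19.8%) were highest in H15 and 725 (20.0%) in H20. These are counts of means, with no test of H15 against H20 behind them.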

Genes up-regulated at 15 and 20 days were mainly distributed in C1 and C2. The transcripts more abundant at 6 and 9 days were distributed in C3 and C4 (**Figure 6B**).

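The other 2109 contigs (58.3%) had a higher mean over H6 and H9. Highest in H6 were 1467 contigs (40.5%), among them those of DUF642, CSLC4 and MYB114, and highest in H9 710 (19.6%), among them those of LHW, EXPA5 and LHY. The share in H6 is the largest of the 4 in a table limited to contigs of at least 10 RPKM difference.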

**FIGURE 6:**
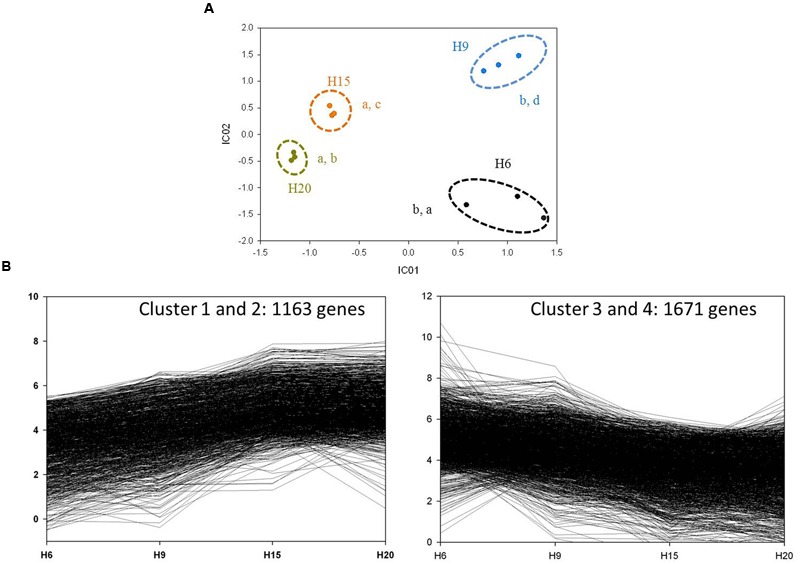
**General analysis of H6, H9, H15, and H20 transcriptomes. (A)** ICA of H6 (black dots), H9 (blue dots), H15 (orange dots), and H20 (dark yellow dots). Variance explained by the two independent components: 89.36%. The three biological replicates of each time point are surrounded by a dotted line. Letters correspond to homogeneous groups determined by the Tukey *post hoc* test on IC1 and IC2 coordinates, respectively. **(B)** Clusters with up-regulated and down-regulated genes through the time-points.

### Transcription Factor Inventory of the Growing Hemp Hypocotyl

We looked for differentially expressed genes coding for putative transcription factors (TFs) in hemp by searching for their *Arabidopsis* orthologs (Jin et al., 2014). A total of 131 contigs were obtained (Supplementary Table S4). Most of these contigs (34%) were more expressed in H6, with proportions decreasing along time (26, 23, and 17% for H9, H15, and H20, respectively). 

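All 131 transcription factor contigs of Table S4 were found in the count table. Their means were highest in H6 for 45 (34.4%), in H9 for 31 (23.7%), in H15 for 31 (23.7%) and in H20 for 24 (18.3%). Table S4 places 2 contigs at another time point than these means do. KDR, a bHLH factor of cell elongation, is among those highest in H6, LHW among those highest in H9, MYB46 in H15 and KNAT7 in H20. In H20 against H6, 62 of the 131 were higher and 61 lower at an edgeR adjusted p under 0.05, which 3388 of all 3622 contigs reached. Table S4 was drawn from contigs the authors had called changed, so it is no independent sample of hemp transcription factors.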

The basic helix-loop-helix (bHLH) family was the most represented across the time-points studied, with 23 members, followed by the homeobox domain (HB) and C2H2 (12 members each).

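Of the 23 bHLH contigs, 10 were highest in H6, 6 in H9, 3 in H15 and 4 in H20. IBH1, which represses elongation, is a bHLH of the late group, and KDR of the early group. The 12 C2H2 contigs split as 2, 5, 1 and 4 over H6, H9, H15 and H20, and the 10 listed as HB as 4, 3, 1 and 2. Another 2 contigs are listed as Homeobox, highest in H9 and in H20. NAC contigs leaned the other way: of 8, 4 were highest in H15 and 2 in H20, among them NST1, VND1, SND2 and XND1.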

We could discriminate between TFs expressed at earlier and later time-points and hence get a TF signature of the developing hemp hypocotyl. 

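LHY, a morning MYB-like factor of the circadian clock, had 111 ± 10.2 RPKM in H6, 404 ± 24.9 in H9, 154 ± 0.940 in H15 and 256 ± 12.3 in H20. COL2, a CONSTANS-like factor, went from 52.1 ± 4.55 in H6 and 87.5 ± 5.15 in H9 to 17.3 ± 1.13 in H15 (log2 fold change -2.20, standard error 0.11, edgeR adjusted p = 1.99e-08 for H15 against H9). MYB114, which activates anthocyanin genes, went from 97.7 ± 23.0 in H6 to 26.6 ± 5.34 in H9 (log2 fold change -1.88, standard error 0.28, edgeR adjusted p = 6.12e-05). PIF3 and HY5, bHLH and bZIP factors of light response named here after their values were seen, had 44.9 ± 3.07 and 69.8 ± 8.21 in H6 and 14.5 ± 2.3 and 29.4 ± 6.42 in H15. Of the 7 listed clock contigs, 0 had their highest mean in H6, 3 in H9 (LHY, COL2 and RVE8) and 4 in H15 (TOC1, PRR5, FKF1 and GRP7); RVE8, PRR5, FKF1 and GRP7 are named after their values were seen. TOC1, an evening gene, had 18.8 ± 1.75 in H6, 9.18 ± 0.844 in H9 and its highest mean, 31.6 ± 3.18, in H15 (log2 fold change 1.92, standard error 0.12, edgeR adjusted p = 5.92e-08 for H15 against H9).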

Following emergence from the soil, several TFs related to circadian rhythm, response to light, photosynthesis, pigment biosynthesis, cell expansion, and vascular development were more abundant in H6 and H9 (Supplementary Image S3). More specifically, members of the HB, bHLH, C2H2, and MYB families were abundantly expressed in H6 and H9 (Supplementary Table S4).

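By family, 10 of 23 bHLH, 4 of 10 HB, 2 of 12 C2H2 and 4 of 9 MYB contigs had their highest mean in H6, and 6, 3, 5 and 1 in H9. Of the 7 AP2-EREBP contigs, 4 were highest in H6 and 3 in H20, with none in H9 or H15. ATHB-2, BEE3 and PIF3, chosen after their values were seen, are members highest in H6: ATHB-2 went from 133 ± 3.88 in H6 to 27.3 ± 4.91 RPKM in H20 and BEE3 from 58.5 ± 9.13 to 3.23 ± 1.22 (n = 3). Both fell in H20 against H6 by edgeR, with log2 fold changes of -2.19 (adjusted p = 9.16e-09) and -4.09 (adjusted p = 1.31e-08). These families were counted on the list the study chose.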

The transcriptome of the older hemp hypocotyl was characterized, as expected, by a more abundant expression of TFs related to SCW biosynthesis and vascular development (Supplementary Table S4). 

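MYB46, a direct target of the NAC switches, had 1.77 ± 0.462 RPKM in H6, 19.2 ± 1.24 in H15 and 17.3 ± 1.03 in H20 (H20 against H6: log2 fold change 3.40, standard error 0.22, edgeR adjusted p = 1.43e-08). SND2 went from 28.8 ± 4.75 to 217 ± 32.0 and 183 ± 20.9 (log2 fold change 2.77, standard error 0.16, edgeR adjusted p = 5.00e-09), and VND1, which specifies vessels, from 11.9 ± 1.44 to 31.1 ± 1.36 and 29.9 ± 3.03 (log2 fold change 1.44, standard error 0.19, edgeR adjusted p = 9.31e-06). Between H15 and H20 no difference passed the test for SND2, VND1, NST1 or MYB46 (edgeR adjusted p = 0.145, 0.740, 0.798 and 0.453). Of 28 listed factors of secondary wall deposition, 8 matched 9 contigs, and all 9 were higher in H20 than in H6, by all contigs and adjusted over the list alone. Their median log2 fold change was 2.62 (limma camera adjusted p = 2.85e-04, and 0.114 with an estimated correlation). By mean, 6 of the 9 were highest in H15 and 3 in H20.

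**Figure D2:**
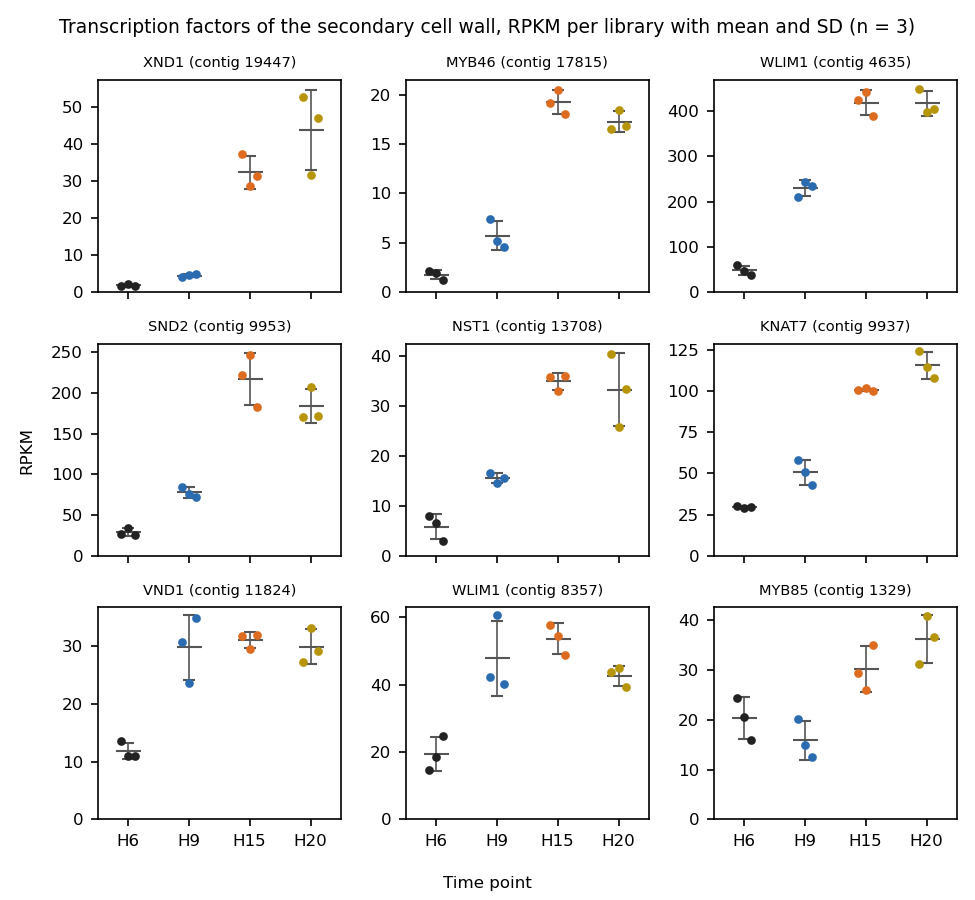
RPKM of the 9 contigs of secondary wall transcription factors, each library as a point, n = 3 pools per time point.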

Three master regulators of SCW deposition, namely *SND2, VND1*, and *NST1* displayed the highest expression in H15, together with a second-layer master switch, *MYB46*, involved in SCW biogenesis and xylan biosynthesis (Zhong et al., 2008). *XND1* was more abundant in H20. 

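XND1, a NAC factor that holds back wall thickening in xylem, went from 1.88 ± 0.394 RPKM in H6 to 43.8 ± 10.9 in H20 (log2 fold change 4.64, standard error 0.24, edgeR adjusted p = 2.50e-09). It had the largest rise of the 9 secondary wall factors. The further step from H15 to H20 did not pass the test (log2 fold change 0.41, standard error 0.19, edgeR adjusted p = 0.0937), except without H20 replicate 2.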

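KNAT7, a KNOX homeobox factor acting on xylan and lignin genes, went from 29.6 ± 0.596 RPKM in H6 to 115 ± 8.07 in H20 (log2 fold change 2.06, standard error 0.11, edgeR adjusted p = 4.66e-09). MYB85, an activator of lignin genes, went from 20.3 ± 4.19 to 36.2 ± 4.91 (log2 fold change 0.93, standard error 0.20, edgeR adjusted p = 4.82e-04), a smaller rise that passed the test. In H15 the levels were 100.5 ± 0.862 and 30.1 ± 4.59, and for neither did H20 against H15 pass the test (edgeR adjusted p = 0.224 and 0.340).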

As far as the TFs regulating cell wall composition are concerned, a higher expression of TFs involved in hemicellulose and lignin biosynthesis were found in H20, i.e., *KNAT7* and *MYB85*. 

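LIM-domain protein WLIM1 (contig 4635), which bundles actin and binds promoters of lignin genes, had 48.0 ± 10.8 RPKM in H6, 419 ± 27.3 in H15 and 417 ± 27.2 in H20. The rise from H6 to H20 passed the test (log2 fold change 3.22, standard error 0.16, edgeR adjusted p = 2.00e-09), and H20 against H15 did not (log2 fold change -0.03, standard error 0.14, edgeR adjusted p = 0.883). Another contig with the same match, 8357, went from 19.4 ± 5.12 to 42.6 ± 2.97 (log2 fold change 1.24, standard error 0.19, edgeR adjusted p = 4.02e-05).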

An ortholog of *Arabidopsis WLIM1*, involved in fiber extension and lignification, was more abundant in H20 (Supplementary Table S4).

### Hemp Hypocotyl Transcriptome Dynamics as Seen from a Cell Wall Angle

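Fewer contigs changed between H15 and H20, 491 (13.6%; 190 higher, 301 lower), than between H9 and H15, 1575 (43.5%; 822 higher, 753 lower), or between H6 and H9, 1305 (36.0%; 647 higher, 658 lower). From H6 to H20, 2594 changed (71.6%; 1238 higher, 1356 lower; edgeR). With DESeq2, which changes the test as well as the scaling, the same comparisons gave 1402 higher and 1007 lower for H20 against H6, and 909 higher and 458 lower for H9 against H6; the median contig lay 0.29 and 0.23 higher than with edgeR on the log2 scale. TMM-like factors on RPKM gave 734 and 495 for H9 against H6, and quantile normalization 189 and 194 for H20 against H15. Of the contigs that changed from H6 to H9 and again from H9 to H15, 228 rose at both steps, 119 fell at both, 86 rose then fell and 64 fell then rose.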

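Several groups did not follow the line from young to old. All 17 heat shock contigs fell from H6 to H9 (median log2 fold change -5.44) and all 17 rose from H15 to H20. HSP17.6II, a small chaperone, had 3592 ± 777 RPKM in H6, 14.8 ± 3.93 in H9, 12.9 ± 0.858 in H15 and 291 ± 23 in H20. Markers of cell types were few among the selected contigs. All 6 contigs of the sieve element protein SEOR1 were higher in H20 than in H6 (median 1.60), as were all 4 cambium contigs, while of the 3 contigs of vessel maturation, BFN1 and MC9 were lower and RNS3 did not pass; the call of MC9 was lost under DESeq2 and without H20 replicate 2. No root hair marker was among the selected contigs. Whole hypocotyls were extracted, so a change in the share of a tissue and a change within its cells look alike.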

Based on the general analysis of their transcriptomes, one can separate H6 and H9 from H15 and H20. For further characterisation of the hypocotyl transcriptome dynamics, a focused comparison between H6 and H20 will hereby be made.

As a result, from the 3622 transcripts used to build the ICA and clustering (**Figure 6**; Supplementary Image S2), those associated with an *Arabidopsis* locus ID and showing a difference corresponding to -1 > log_2_ FC (H20/H6) > 1 were used to compare H6 and H20. MapMan functional annotations highlighted the differences between these two time points (**Figure 7A**; Supplementary Table S5). Seven categories showed significant differences (*p*-value < 0.05): photosynthesis, cell, cell wall, gluconeogenesis/glyoxylate cycle, glycolysis, nucleotide metabolism, fermentation (Supplementary Table S5). In addition, a subset of the most differentially expressed contigs (-2 > log_2_ FC (H20/H6) > 2) have been represented using ClueGO and CluePEDIA within Cytoscape (**Figure 7B**). 

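LHCB4.3, a light-harvesting protein, went from 129 ± 8.56 RPKM in H6 to 14.9 ± 1.23 in H20 (log2 fold change -3.0, standard error 0.14, edgeR adjusted p = 1.65e-09), and PSAO of photosystem I from 627 ± 37.8 to 113 ± 1.23 (log2 fold change -2.37, standard error 0.12, edgeR adjusted p = 2.94e-09). RCA, the activase of Rubisco (contig 1404), went from 113 ± 11.0 to 4.91 ± 1.37 (log2 fold change -4.42, standard error 0.20, edgeR adjusted p = 1.09e-09). RCA contigs 1241 and 1709 were more abundant and fell less. Contig 1241 had 589 to 691 RPKM in the H6 libraries and 314 to 392 in those of H20. Contig 1709 had 134 to 155 and 61.1 to 75.4. Of 32 contigs of photosystems and light harvesting, 31 were lower in H20 than in H6 and PSBS did not pass, by all contigs and over the list alone (median -1.29, limma camera adjusted p = 6.38e-07, and 0.319 with an estimated correlation). All 12 Calvin cycle contigs were lower (median -1.33, limma camera adjusted p = 5.43e-04, and 0.282 with an estimated correlation). Every contig of these lists had their highest mean in H6. The last step went the other way: from H15 to H20, 18 of the 32 were higher and 0 lower (median 0.34), and of the 12 Calvin cycle contigs 10 were higher and 1 lower (median 0.65).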

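ICL, isocitrate lyase of the glyoxylate cycle, went from 10.5 ± 0.603 RPKM in H6 to 0.503 ± 0.203 in H20 (log2 fold change -4.31, standard error 0.37, edgeR adjusted p = 1.74e-07). Among 7 contigs of seed reserves and their mobilization, 6 were lower in H20, among them contigs of PMDH1, and a PCK1 contig (528) did not pass (median -1.85, limma camera adjusted p = 0.0967). CYCD3;1, a D-type cyclin, went from 14.5 ± 2.64 to 58.1 ± 1.14 (log2 fold change 2.1, standard error 0.15, edgeR adjusted p = 2.77e-08). All 11 contigs of DNA replication and cell division were higher in H20 (median 1.41, limma camera adjusted p = 8.87e-03, and 0.414 with an estimated correlation).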

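The largest rises from H6 to H20 were those of FLA12, a fasciclin-like arabinogalactan protein (contig 15115), and MIOX1, an inositol oxygenase that feeds UDP-glucuronate synthesis (contig 14402, from 12.9 ± 11.9 to 1255 ± 122 RPKM; log2 fold change 6.71, standard error 0.61, edgeR adjusted p = 2.57e-07). AT5G42420, a nucleotide-sugar transporter, and AT1G13130, a glycosyl hydrolase, followed, at 6.35 and 6.30 (edgeR adjusted p = 7.01e-08 and 1.01e-07). The largest falls were those of LOX2, a lipoxygenase of jasmonate synthesis (contig 584, from 190.4 ± 37.2 to 0.697 ± 0.560; log2 fold change -7.98, standard error 0.64, edgeR adjusted p = 9.41e-08), and MLP423, of the major latex protein family (from 909 ± 79.6 to 4.29 ± 2.57; log2 fold change -7.63, standard error 0.35, edgeR adjusted p = 1.37e-09). Single libraries moved these sizes. Without H6 replicate 2 the changes of MIOX1, AT5G42420 and AT1G13130 became 7.80, 7.09 and 7.16, and without H20 replicate 3 those of LOX2 and MLP423 became -8.85 and -8.24.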

Genes important for cell wall biogenesis are listed in Supplementary Table S6.

**FIGURE 7:**
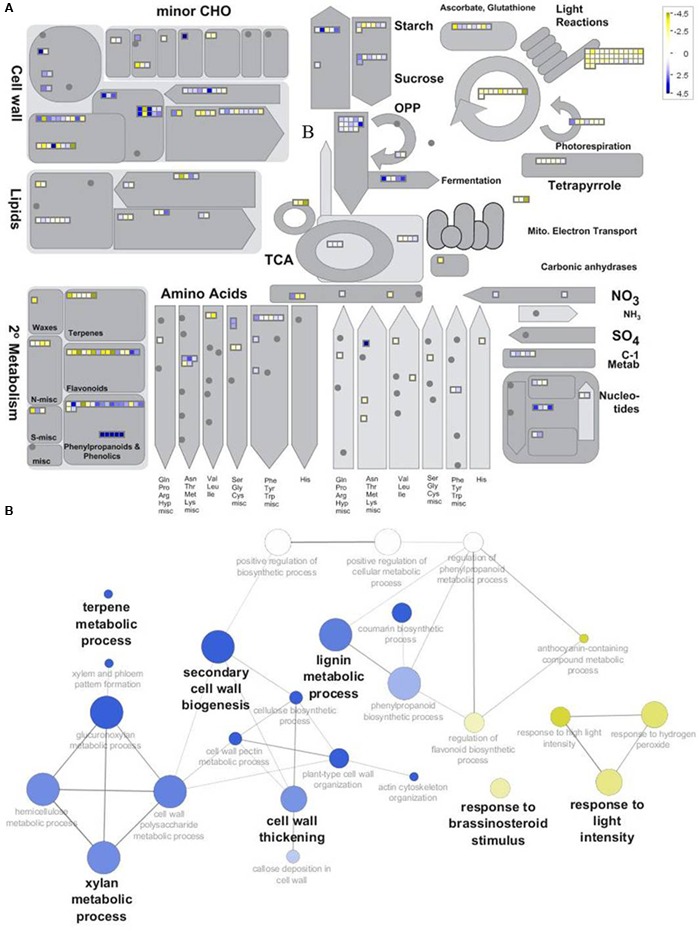
**Overview of the differentially expressed genes between H6 and H20. (A)** Top: Metabolism overview provided by MapMan functional annotation. Genes up-regulated in H6 and H20 are represented by *yellow* and *blue* squares, respectively. **(B)** Bottom: GOE performed with the subset of genes showing -2 > log_2_FC (H20/H6) > 2 in Cytoscape using ClueGO and CluePedia. Biological processes with genes overrepresented in H6 and H20 are shown in *yellow* and *blue*, respectively.

As the hypocotyl develops and builds secondary structures, its cellular organization undergoes dramatic changes, as shown by the expression changes of those genes involved in cell wall biosynthesis and assembly (Supplementary Table S6; Supplementary Image S4).

In H6, elongating cells are surrounded by the PCW, while later vascular and sclerenchyma tissue development is characterized by secondary growth and associated SCW deposition. To highlight the dynamism existing at the cell wall level, a description of the evolution of five families of enzymes playing a predominant role in matrix polysaccharide biosynthesis and remodeling is hereby made following the CAZy nomenclature (Lombard et al., 2014). The families described are the CSL (GT2 family), the β-galactosidase (GH35 family), PME (CE8 family), expansin (CBM 63 family), and XTH (GH16 family). A separate section is devoted to the analysis of those genes involved in SCW biosynthesis.

At the transcriptional level, PCW deposition and organization depend on a large number of factors. PCW is mainly composed of cellulose deposited in parallel arrays, hemicellulose (predominantly xyloglucan) and pectins (Park and Cosgrove, 2015). The modification of the CW during plant development relies on the active remodeling of the matrix polysaccharides. The RNA-Seq analysis has shown that in H6 genes belonging to the CSL C and E families were more abundantly expressed with respect to H20 (Supplementary Table S6). 

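CSLC4, a glucan synthase of the xyloglucan backbone, went from 65.6 ± 9.94 RPKM in H6 to 3.64 ± 0.786 in H20 (log2 fold change -4.08, standard error 0.17, edgeR adjusted p = 7.46e-10). CSLE1 was matched by 4 contigs: 3 were lower in H20 (-3.11, edgeR adjusted p = 1.53e-07 in contig 3813; -2.53, edgeR adjusted p = 2.32e-06 in 3812; -1.99, edgeR adjusted p = 1.07e-06 in 7777) and contig 1306 did not pass (-0.06, edgeR adjusted p = 0.772). Contig 3813 went from 33.8 ± 3.66 to 3.66 ± 1.06. Over the list, 21 genes gave 10 contigs of cellulose synthase-like proteins, of which 5 were higher in H20, 4 lower and 1 did not pass. Median and mean differ in sign (0.58 and -0.25), and limma's camera did not call the list (Up, adjusted p = 0.997).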

More specifically, *CSLC4* and *CSLE1* were more abundant in H6. 

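CSLD3, known from root hairs and tip growth, went from 16.9 ± 4.50 RPKM in H6 to 42.7 ± 2.40 in H20 (log2 fold change 1.44, standard error 0.18, edgeR adjusted p = 5.93e-06). CSLD5 (contig 11283) went from 11.3 ± 4.51 to 28.4 ± 1.42 (log2 fold change 1.43, standard error 0.26, edgeR adjusted p = 1.55e-04), and its other contig, 5568, from 7.20 ± 1.01 to 16 ± 2.76 (log2 fold change 1.22, standard error 0.22, edgeR adjusted p = 1.37e-04). CSLA9, a mannan synthase, was higher in H20 as well: contig 6053 went from 10.6 ± 1.36 to 125 ± 18.4 (log2 fold change 3.66, standard error 0.18, edgeR adjusted p = 2.00e-09) and contig 2357 from 48.6 ± 8.32 to 134 ± 5.40 (log2 fold change 1.56, standard error 0.15, edgeR adjusted p = 5.88e-07).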

In H20 different members of the CSL family were highly expressed, namely *CSLD3* and *CSLD5*.

Members of the GH35 and CE8 families were also differentially expressed between H6 and H20 (Supplementary Table S6). The RNA-Seq analysis showed a differential expression of β-galactosidase (GH35) members in H6 and H20. In H6, the orthologs of *Arabidopsis* β*GAL2* and β*GAL10* were more abundant. 

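BGAL2 went from 308 ± 26.5 RPKM in H6 to 64.1 ± 3.14 in H20 (log2 fold change -2.17, standard error 0.12, edgeR adjusted p = 4.77e-09), and BGAL10, which removes galactose from xyloglucan, from 99.0 ± 13.6 to 32.4 ± 3.71 (log2 fold change -1.51, standard error 0.15, edgeR adjusted p = 7.23e-07). BGAL9, named after its values were seen, also fell (-0.84, edgeR adjusted p = 6.16e-04), from 48.6 ± 5.35 to 25.3 ± 1.87.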

In H20, the ortholog of β*GAL3* was instead more abundant. 

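BGAL3 had 2 contigs. Contig 1317 went from 62.3 ± 5.72 RPKM in H6 to 202 ± 1.2 in H20 (log2 fold change 1.80, standard error 0.11, edgeR adjusted p = 1.27e-08) and contig 4145 from 38.6 ± 5.26 to 119 ± 25.7 (log2 fold change 1.73, standard error 0.17, edgeR adjusted p = 5.74e-07). Of 11 listed GH35 genes, 5 matched 6 contigs: 2 were higher in H20, 3 lower and BGAL1 did not pass (0.23, edgeR adjusted p = 0.196), by all contigs and over the list alone. The median was -0.30 (limma camera adjusted p = 0.969).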

Pectin methyl esterases (PMEs) and polygalacturonases (GH28 family) were essentially more expressed in H20 (e.g., orthologs of At5g47500 and At5g63180), with only a few being more expressed in H6 (e.g., orthologs of At5g20860 and At4g23820). 

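Pectin methylesterase At5g47500 went from 6.35 ± 0.917 RPKM in H6 to 46.9 ± 5.52 in H20 (log2 fold change 2.98, standard error 0.22, edgeR adjusted p = 3.89e-08). At5g63180, annotated with pectin degradation, went from 12.8 ± 2.25 to 67.5 ± 5.24 (log2 fold change 2.50, standard error 0.14, edgeR adjusted p = 6.19e-09). At5g20860 went the other way, from 17.0 ± 2.94 to 1.03 ± 0.528 (log2 fold change -3.90, standard error 0.45, edgeR adjusted p = 2.50e-06), and so did At4g23820, from 59.5 ± 6.11 to 11.5 ± 0.196 (log2 fold change -2.27, standard error 0.11, edgeR adjusted p = 1.95e-09). The last step was part of this: from H15 to H20 At5g20860 fell by 2.52 and At4g23820 fell by 1.11 on the log2 scale (edgeR adjusted p = 6.60e-04 and 8.29e-06).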

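DUF642 proteins bind the pectin methylesterases of the growing wall. Contig 355, matched to a DUF642 gene, had 425 ± 63.6 RPKM in H6, 169 ± 3.5 in H9, 7.30 ± 0.236 in H15 and 4.77 ± 0.821 in H20. The fall from H6 to H20 (log2 fold change -6.39, standard error 0.16, edgeR adjusted p = 2.75e-11) came mostly between H9 and H15 (log2 fold change -4.39, standard error 0.15, edgeR adjusted p = 7.72e-10).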

DUF642, an activator of PME activity (Zúñiga-Sánchez et al., 2014), was strongly up-regulated in H6. 

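EXPA5 and EXPA8, alpha-expansins that loosen the growing wall, had 144 ± 12.2 and 155 ± 33.2 RPKM in H6 and 14.5 ± 1.78 and 2.37 ± 0.705 in H20. Both fell (EXPA5: log2 fold change -3.21, standard error 0.21, edgeR adjusted p = 1.72e-08; EXPA8: log2 fold change -5.93, standard error 0.29, edgeR adjusted p = 2.00e-09).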

Two orthologs of *Arabidopsis* expansins, *EXPA5* and *EXPA8*, were more abundant in the young hypocotyl, as well as three XTHs. *EXPA4* was instead more expressed in H20.

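EXPA4 went from 18 ± 5.79 RPKM in H6 to 40.7 ± 4.23 in H20 (log2 fold change 1.3, standard error 0.21, edgeR adjusted p = 5.97e-05). EXPA1 was also higher in H20, with 55.9 ± 13.3 and 87.7 ± 4.86 (log2 fold change 0.75, standard error 0.14, edgeR adjusted p = 1.86e-04), so that the 4 expansin contigs, from 19 listed genes, divided into 2 higher and 2 lower. A list this short was not tested as a set.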

Xyloglucan endotransglucosylase/hydrolase are divided into two categories: XEHs and XETs. XEHs irreversibly shorten the length of the chain, while XETs ligate and cleave xyloglucan chain coming from the Golgi (Eklöf and Brumer, 2010). The only XEH (*XTH31*) retrieved in our study was more abundant in H6; some XTHs were more abundant in H6 (*XTH5, XTH8*), while others (*XTH15, XTH22*) were preferentially expressed in H20.

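XTH31 went from 84.3 ± 4.61 RPKM in H6 to 10.2 ± 1.75 in H20 (log2 fold change -2.94, standard error 0.24, edgeR adjusted p = 1.16e-07), XTH5 from 806 ± 44.1 to 208 ± 0.808 (log2 fold change -1.85, standard error 0.13, edgeR adjusted p = 3.04e-08) and XTH8 from 145 ± 16.1 to 58.2 ± 9.05 (log2 fold change -1.22, standard error 0.13, edgeR adjusted p = 1.47e-06). XTH15 went from 43.3 ± 17.9 to 133 ± 8.57 (log2 fold change 1.72, standard error 0.22, edgeR adjusted p = 7.56e-06) and XTH22 from 2.28 ± 1.38 to 60.4 ± 8.81 (log2 fold change 4.82, standard error 0.28, edgeR adjusted p = 7.08e-09). XTH33 did not pass (0.08, edgeR adjusted p = 0.770). Of 33 listed genes, 6 matched 6 contigs, with 2 higher and 3 lower in H20. The median was -0.57 and the mean 0.10, opposite in sign, and limma's camera did not call the list (adjusted p = 0.962). Without H6 replicate 2 the change of XTH22 became 5.44.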

### Secondary Cell Wall-Related Genes

Secondary cell wall biogenesis requires the fine tuning of numerous metabolite biosynthesis which are deposited in specific tissues (e.g., xylem vessels and sclerenchyma) undergoing lignification. As expected, several genes linked to SCW formation were more abundant in H20 as compared to H6 (Supplementary Table S6; Supplementary Image S4).

Among the SCW-related genes up-regulated at later stages of development were the orthologs of *A. thaliana CesA4, CesA7* and *CesA8* (Supplementary Table S6), responsible for the deposition of cellulose. 

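CESA4, CESA7 and CESA8 form the cellulose synthase complex of the secondary wall. CESA4 (contig 812) went from 75.9 ± 30.3 RPKM in H6 to 1015 ± 118 in H20 (log2 fold change 3.85, standard error 0.30, edgeR adjusted p = 7.69e-08), CESA7 from 19.6 ± 10.3 to 402 ± 49.5 (log2 fold change 4.47, standard error 0.39, edgeR adjusted p = 1.99e-07) and CESA8 from 20.7 ± 8.88 to 405 ± 67.5 (log2 fold change 4.40, standard error 0.33, edgeR adjusted p = 4.59e-08). All 9 contigs of the 7 listed genes of secondary wall cellulose were higher in H20, by all contigs and over the list alone. CTL2, a chitinase-like protein of cellulose assembly, was 1 of them, from 20.3 ± 8.35 to 423 ± 14.0 (log2 fold change 4.49, standard error 0.26, edgeR adjusted p = 6.45e-09). The median was 4.47 (limma camera adjusted p = 1.08e-04, and 0.319 with an estimated correlation). Of 10 listed genes of primary wall cellulose, only COB had a contig among those selected.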

Several genes related to the cellulose synthase complex trafficking were more abundant in H20 (Supplementary Table S6). Such genes included orthologs of *MAP70-5* and *MAP65-8, tubulin* β*-2, tubulin* β*-8* and several genes related to the microtubule motor activity (kinesin motor domain, ATP binding microtubule motor family protein).

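MAP70-5, a microtubule protein of patterned walls, went from 11.5 ± 4.37 RPKM in H6 to 152 ± 10.7 in H20 (log2 fold change 3.83, standard error 0.25, edgeR adjusted p = 1.42e-08), and MAP65-8, of a family of microtubule bundlers, from 8.90 ± 3.72 to 119 ± 13.2 (log2 fold change 3.85, standard error 0.27, edgeR adjusted p = 2.78e-08). TUB8 went from 118 ± 18.4 to 715 ± 29.9 (log2 fold change 2.70, standard error 0.14, edgeR adjusted p = 2.94e-09) and TUB2 from 52.1 ± 16.6 to 153 ± 11.6 (log2 fold change 1.65, standard error 0.21, edgeR adjusted p = 5.42e-06). All 4 tubulin contigs, from 15 listed genes, were higher in H20, a list too short for a set test.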

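Contigs of 3 kinesins were higher in H20 as well. The ortholog of At3g12020 went from 83.6 ± 5.84 RPKM in H6 to 169 ± 4.46 in H20 (log2 fold change 1.12, standard error 0.11, edgeR adjusted p = 6.00e-07), that of At2g22610 from 9.76 ± 2.09 to 20.2 ± 1.81 (log2 fold change 1.15, standard error 0.18, edgeR adjusted p = 3.24e-05) and that of At3g45850 from 21.1 ± 4.02 to 49.9 ± 2.07 (log2 fold change 1.35, standard error 0.16, edgeR adjusted p = 3.53e-06).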

Several transcripts related to xylan biosynthesis and xylan export were more abundant in H20, notably two isoforms of UDP-xylose synthase, *UXS2* and *UXS5*, which provide the building blocks for polymerisation into the xylan backbone. 

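UXS2 went from 38.5 ± 4.36 RPKM in H6 to 114 ± 0.955 in H20 (log2 fold change 1.66, standard error 0.12, edgeR adjusted p = 2.76e-08) and UXS5, a soluble form, from 209 ± 16.4 to 1012 ± 110.0 (log2 fold change 2.37, standard error 0.15, edgeR adjusted p = 1.16e-08). UXS5 was the more abundant of the pair at every time point.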

Genes involved in glucuronoxylan synthesis (the main xylan in dicots; Zhong and Ye, 2015) were more abundantly expressed at later stages of development. 

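IRX10, a xylosyltransferase of the xylan backbone, went from 11.2 ± 4.27 RPKM in H6 to 189.8 ± 27.1 in H20 (log2 fold change 4.19, standard error 0.27, edgeR adjusted p = 1.26e-08). IRX8, acting at the reducing end of the chain, went from 6.34 ± 1.67 to 79.2 ± 3.26 (log2 fold change 3.75, standard error 0.21, edgeR adjusted p = 4.55e-09), and FRA8 from 33.5 ± 1.98 to 95.1 ± 8.66 (log2 fold change 1.61, standard error 0.12, edgeR adjusted p = 5.32e-08). GUX1 and GUX2, which add glucuronic acid, went from 5.51 ± 1.33 and 6.38 ± 1.21 to 76.6 ± 3.33 and 99.5 ± 3.70 (log2 fold changes 3.90 and 4.06, edgeR adjusted p = 1.28e-09 and 6.92e-10). All 16 xylan contigs, from 13 of 27 listed genes, were higher in H20, by all contigs and over the list alone (median 2.91, limma camera adjusted p = 5.95e-09, and 0.282 with an estimated correlation).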

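TBL34, of a family of xylan acetyltransferases, had contigs 18546 and 19783, which went from 11.3 ± 2.01 and 4.84 ± 0.241 RPKM in H6 to 72.1 ± 5.76 and 25.9 ± 1.26 in H20 (log2 fold changes 2.78 and 2.52, edgeR adjusted p = 7.88e-09 and 2.74e-08). ESK1, which acetylates xylan, went from 34.9 ± 13.3 to 241 ± 11.2 (log2 fold change 2.89, standard error 0.23, edgeR adjusted p = 9.84e-08), and a DUF547 contig (16711) from 4.51 ± 1.66 to 30.7 ± 3.05 (log2 fold change 2.88, standard error 0.24, edgeR adjusted p = 1.41e-07). DUF579 proteins include xylan methyltransferases. Contigs 17275, 4409 and 8803 of this family rose with log2 fold changes of 3.51, 2.93 and 2.50 (edgeR adjusted p = 2.63e-08, 2.63e-08 and 8.07e-09).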

Other transcripts involved in xylan biosynthesis and more expressed in H20 include *CSLD5, TBL34, DUF547, ESK1*, and *DUF579*. 

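A DUF707 contig (12874) went from 8.11 ± 1.83 RPKM in H6 to 216 ± 62.2 in H20 (log2 fold change 4.84, standard error 0.25, edgeR adjusted p = 2.58e-09) and a DUF821 contig (21446) from 2.60 ± 0.702 to 18.7 ± 0.775 (log2 fold change 2.93, standard error 0.23, edgeR adjusted p = 6.92e-08). Clathrin light chain, which coats vesicles, was far more abundant, with 328 ± 29.1 in H6 and 780.1 ± 8.97 in H20, and rose less (log2 fold change 1.35, standard error 0.10, edgeR adjusted p = 4.39e-08).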

A more pronounced *trans*-Golgi network activity at later growth stages was highlighted by the higher expression of *DUF707, DUF821* and a clathrin light chain protein at H20 (Supplementary Table S6).

H20 expression pattern exhibited a substantial up-regulation of the genes associated with lignin biosynthesis. 

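PAL1 (its more abundant contig) and PAL2, which open the phenylpropanoid pathway, went from 18 ± 4.63 and 84.5 ± 19.3 RPKM in H6 to 142 ± 13.9 and 486 ± 30.6 in H20 (PAL1: log2 fold change 3.07, standard error 0.18, edgeR adjusted p = 8.32e-09; PAL2: log2 fold change 2.63, standard error 0.19, edgeR adjusted p = 3.50e-08). C4H went from 189 ± 14.4 to 696 ± 48.8 (log2 fold change 1.98, standard error 0.14, edgeR adjusted p = 3.18e-08). The ligases 4CL1 and 4CL2 went from 26.2 ± 6.51 and 87.4 ± 35.9 to 158 ± 9.53 and 694 ± 66.8 (4CL1: log2 fold change 2.70, standard error 0.19, edgeR adjusted p = 2.63e-08; 4CL2: log2 fold change 3.09, standard error 0.29, edgeR adjusted p = 3.49e-07). Another, weakly expressed contig matched to PAL1 (17365) went from 5.05 ± 2.33 to 18.1 ± 4.65 (log2 fold change 1.95, standard error 0.34, edgeR adjusted p = 1.08e-04).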

In the general phenylpropanoid pathway, orthologs of *Arabidopsis PAL1, PAL2, C4H, 4CL1*, and *4CL2* were 1.88 to 2.98 fold more expressed (log_2_FC) in H20 than in H6. In the monolignol pathway, orthologs of *Arabidopsis HCT, CCR1, CCoAOMT*, and *CAD4* were up-regulated from 1.58 to 2.79 (log_2_FC) (Supplementary Table S6). 

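HCT (contig 2469) went from 48.7 ± 19.8 RPKM in H6 to 289.5 ± 24.9 in H20 (log2 fold change 2.67, standard error 0.28, edgeR adjusted p = 8.97e-07), CCR1 from 29.5 ± 4.29 to 116 ± 3.73 (log2 fold change 2.08, standard error 0.13, edgeR adjusted p = 1.44e-08), CCoAOMT from 281 ± 47.9 to 1247 ± 103 (log2 fold change 2.25, standard error 0.15, edgeR adjusted p = 2.51e-08) and CAD4 (its more abundant contig) from 167 ± 51.7 to 500.4 ± 20.2 (log2 fold change 1.68, standard error 0.20, edgeR adjusted p = 2.79e-06). From 12 of 18 listed genes of the phenylpropanoid and monolignol pathways came 17 contigs: 15 were higher in H20, 1 was lower and 1 did not pass, by all contigs and over the list alone. The median was 2.25 (limma camera adjusted p = 2.39e-05, and 0.282 with an estimated correlation). Contigs with the same match did not all move together. COMT1, the methyltransferase of syringyl units, rose in contigs 6693 and 8341 (2.89 and 4.44, edgeR adjusted p = 1.28e-09 and 2.05e-09) and did not pass in contig 4361 (-0.25, edgeR adjusted p = 0.359), while HCT contig 14769 fell (-3.35, edgeR adjusted p = 6.13e-07).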

In relation to the polymerisation of the monolignol subunits, five orthologs of *Arabidopsis* laccase isoforms (LAC) were dramatically induced in H20: *LAC4* (log_2_ FC 5.69), *LAC5* (log_2_ FC 4.85), *LAC12* (log_2_ FC 4.32), *LAC13* (log_2_ FC 5.02) and *LAC17* (log_2_ FC 5.75). 

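LAC17, in the contig the paper reports, which has the largest rise of those with its name, went from 3.03 ± 1.65 RPKM in H6 to 163 ± 12.1 in H20 (log2 fold change 5.87, standard error 0.41, edgeR adjusted p = 3.04e-08) and LAC4, likewise, from 2.78 ± 1.50 to 144 ± 8.55 (log2 fold change 5.80, standard error 0.36, edgeR adjusted p = 1.16e-08); mutants of this pair in Arabidopsis have less stem lignin. LAC12 went from 4.28 ± 1.89 to 85.4 ± 4.1 (log2 fold change 4.44, standard error 0.26, edgeR adjusted p = 6.40e-09), LAC13 from 2.58 ± 1.37 to 84.0 ± 18.5 (log2 fold change 5.12, standard error 0.36, edgeR adjusted p = 2.92e-08) and LAC5 from 3.34 ± 2.79 to 96.5 ± 13.9 (log2 fold change 4.99, standard error 0.52, edgeR adjusted p = 9.21e-07). The 5 names cover 14 contigs, 8 of them matched to LAC17. In H20 12 of the 14 were higher and LAC17 contigs 10082 and 8833 did not pass (edgeR adjusted p = 0.0727 and 0.494), by all contigs and over the list alone. The median was 2.66 (limma camera adjusted p = 1.16e-03, and 0.395 with an estimated correlation). Over the 14 contigs the changes ran from 0.18 to 5.87, with a mean of 3.05. Without H6 replicate 1 the change of LAC5 became 5.78.

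**Figure D3:**
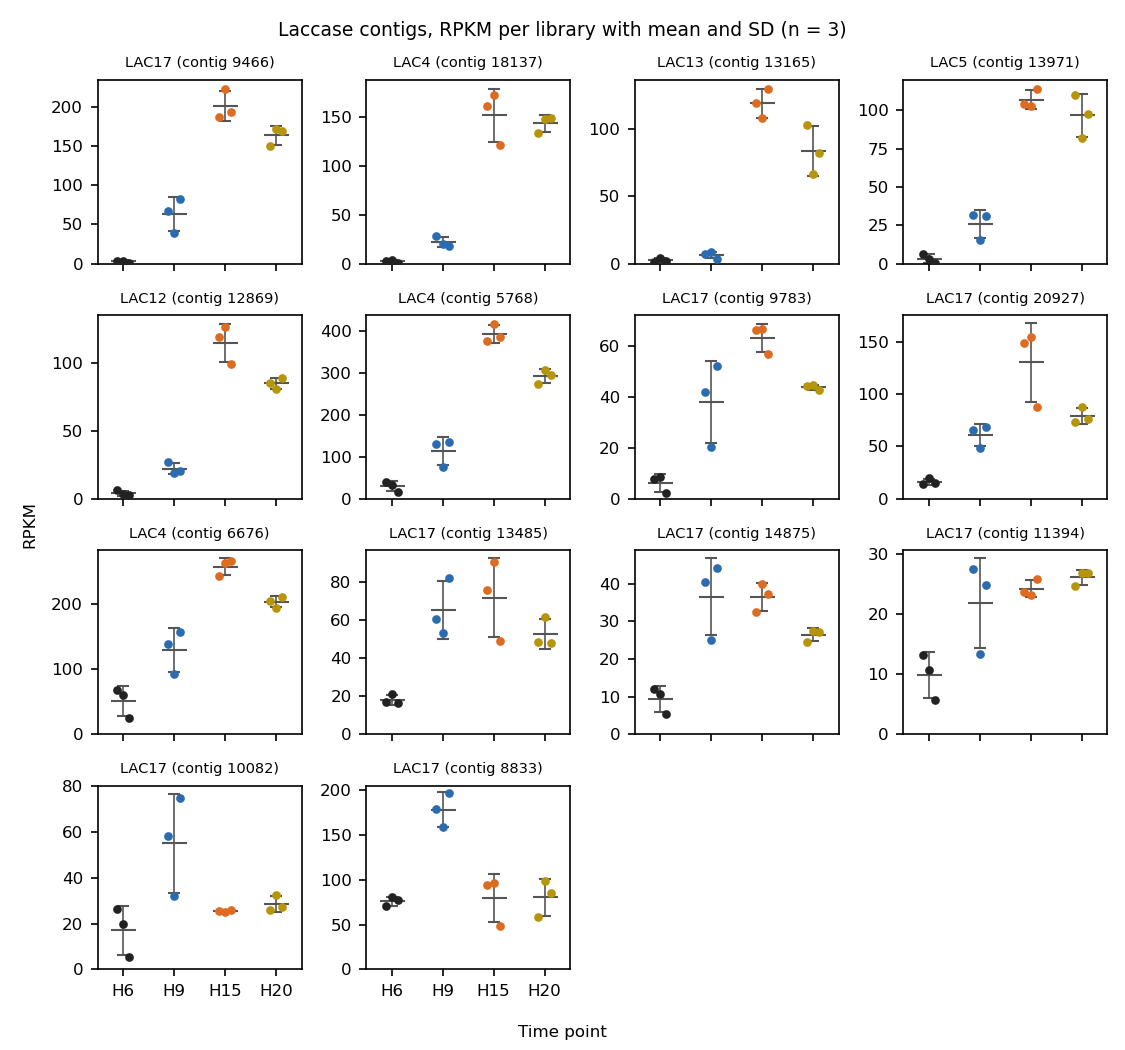
RPKM of the 14 laccase contigs, each library as a point, n = 3 pools per time point.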

Complementary to the laccase-driven lignin polymerisation, class III peroxidases were also differentially expressed between H6 and H20. 

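Contig 18987, matched to the class III peroxidase PRX52, went from 2.45 ± 1.46 RPKM in H6 to 118 ± 10.2 in H20 (log2 fold change 5.69, standard error 0.31, edgeR adjusted p = 4.35e-09). Most of this rise came between H9 and H15 (log2 fold change 4.16, standard error 0.28, edgeR adjusted p = 1.01e-07).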

The ortholog of *AtPRX52*, which is involved in the synthesis of S-lignin in fibers (Fernández-Pérez et al., 2014), was more abundant in H20. 

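PRX64 (contig 11948), a peroxidase known from Casparian strips and fibers, went from 15.4 ± 7.69 RPKM in H6 to 233 ± 12.0 in H20 (log2 fold change 4.02, standard error 0.32, edgeR adjusted p = 8.52e-08). Its rise was early, and from H6 to H9 it already passed the test (log2 fold change 2.82, standard error 0.31, edgeR adjusted p = 4.43e-06).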

The hemp ortholog of *AtPRX64*, another peroxidase involved in fiber lignification (Tokunaga et al., 2009), was also highly expressed in H20 (Supplementary Table S6).

### Endogenous Phytohormones Content at Different Stages of Development

Several phytohormones belonging to the auxin, abscisic acid (ABA), cytokinin (CK) and jasmonate (JA) families were quantified. The indole-3-acetic acid (IAA) content was not statistically different among the time-points, while the phenylacetic acid (PAA) content was significantly higher in H6 and H9 as compared to H15 and H20 (**Figure 8A**).

**FIGURE 8:**
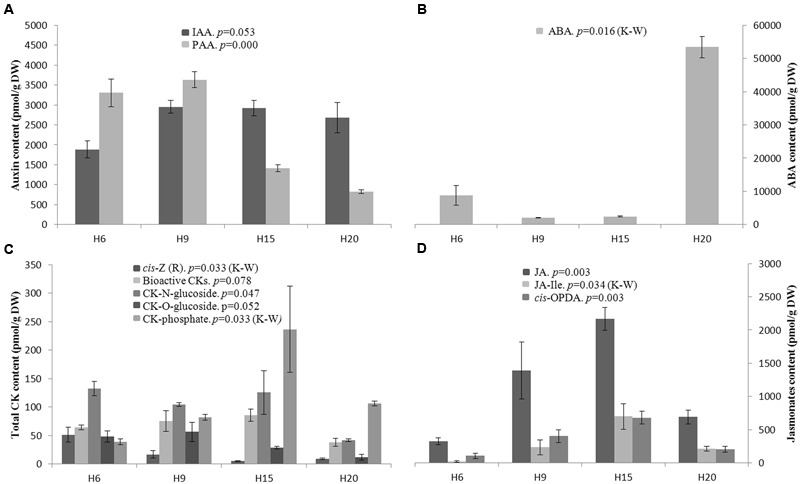
**Endogenous phytohormone levels in hemp hypocotyls at H6, H9, H15, and H20. (A)** (top left): bioactive auxins; IAA indole-3-acetic acid, PAA phenylacetic acid. **(B)** (top right): ABA, abscisic acid. **(C)** (bottom left): Total cytokinin. **(D)** (bottom right): bioactive JAs; JA, jasmonic acid; JA-Ile, jasmonoyl-isoleucine; *cis*-OPDA, *cis*-(+)-12-oxo-phytodienoic acid. Mean values ± SE are given. ANOVA or Kruskal–Wallis (K–W) results are indicated depending on the normality of data distribution (Shapiro–Wilk *p* > 0.05 or *p* < 0.05, respectively). *n* = 3 biological replicates.

Abscisic acid content was remarkably higher in H20 as compared to H6, H9, and H15 (**Figure 8B**). When considering the total content of bioactive CKs, no significant differences were found (**Figure 8C**). The *cis*-zeatin and *cis*-zeatin riboside content was higher in H6. According to Havlová et al. (2008), *cis*-zeatin and its riboside lack physiological activity in most CK bioassays and was therefore not considered as an active form of CK. The CK N-glucoconjugates (deactivation forms) and *O*-glucoconjugates (storage forms) levels were almost equal in H6, H9, and H15 with a decrease in H20 (**Figure 8C**). By contrast, the CK-phosphates (CK biosynthesis intermediates) content was higher in H15 and H20 (**Figure 8C**). The bioactive forms of JAs include jasmonic acid (JA), jasmonoyl-isoleucine (JA-Ile) and *cis*-OPDA. Both JA and *cis*-OPDA contents were significantly higher in H15 than in H6 (**Figure 8D**).

The bioactive portion of CK pool is shown in **Figure 9**. The variation described in **Figure 8C** was due to the significant difference observed in the content of *trans*-zeatin (tZ) and its riboside. The *trans*-zeatin/riboside content was higher in H9 and H15 with a minimum in H20 (ANOVA and Tukey *post hoc* test, *p* = 0.014). No significant differences were found in the contents of dihydrozeatin (DZ) and its riboside, which were lower as compared to the other forms of bioactive CKs. Even if this trend was not statistically significant, the *N*^6^-(Δ^2^-isopentenyl)adenine (iP) pool decreased constantly between H6 and H20. The corresponding riboside iPR transiently peaked in H15. The ratios tZ/tZR, DZ/DZR, and iP/iPR were higher in the young stages of development and decreased in older hypocotyls. However, only the tZ/tZR and iP/iPR ratios were found to be significantly different between the time-points (ANOVA *p*-values of 0.035 and 0.008, respectively).

**FIGURE 9:**
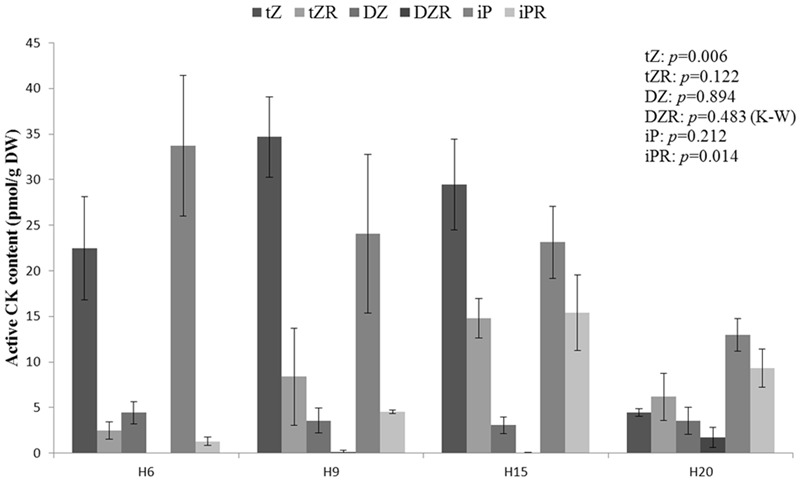
**Endogenous bioactive cytokinin levels in hemp hypocotyls at H6, H9, H15, and H20.** tZ, *trans*-zeatin; tZR, *trans*-zeatin riboside; DZ, dihydrozeatin; DZR, dihydrozeatin riboside; iP N6-(Δ2-isopentenyl)adenine, iPR N6-(Δ2-isopentenyl)adenosine. ANOVA or Kruskal–Wallis (K–W) results are indicated depending on the normality of data distribution (Shapiro–Wilk *p* > 0.05 or *p* < 0.05, respectively). *n* = 3 biological replicates.

## Discussion

In this study, we have performed immunohistochemistry, analyzed the transcriptome and quantified key phytohormones in the hemp hypocotyl to analyze the events associated with secondary growth and bast fiber development. By using hypocotyls aged between 6 and 20 days, we could obtain a snapshot of the cell wall-related events accompanying the shift from primary to secondary growth and bast fiber formation in a cultivar of textile hemp (Santhica 27, Supplementary Image S4). The discussion will point to the main findings of this study regarding the primary and secondary growth of the hemp hypocotyl, the differential regulation of the phenylpropanoid-related genes and the interactions between the phytohormones and the cell wall-related genes.

### Regulation of the Elongation in the Hemp Hypocotyl

The hypocotyl elongation is under the control of TFs and genes involved in both cell wall deposition and modification. The bHLHs TFs *KDR* and *AIF3* have antagonistic actions in cell elongation (Ikeda et al., 2013) and were both more expressed in H6 (Supplementary Table S3). 

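KDR went from 43.3 ± 2.23 RPKM in H6 to 18.3 ± 3.72 in H9, 8.86 ± 0.540 in H15 and 6.55 ± 1.80 in H20 (log2 fold change -2.63, standard error 0.22, edgeR adjusted p = 1.29e-07 for H20 against H6). AIF3 had 40.6 ± 4.52, 32.5 ± 8.33, 19.0 ± 3.53 and 31.0 ± 1.35. Its mean is highest in H6, but H20 against H6 did not pass the test (log2 fold change -0.29, standard error 0.20, edgeR adjusted p = 0.184), and it rose again from H15 to H20 (log2 fold change 0.67, standard error 0.20, edgeR adjusted p = 0.0195), a call that was lost without H15 replicate 1 or H20 replicate 1.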

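IBH1 had 29.2 ± 3.93 RPKM in H6, 40.3 ± 6.20 in H9, 104 ± 5.36 in H15 and 109 ± 10.8 in H20. The step from H9 to H15 was the largest (log2 fold change 1.54, standard error 0.15, edgeR adjusted p = 1.27e-06).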

Another elongation repressor of the bHLH system, *IBH1*, was more expressed in H15 and H20 as compared to H6 and H9 (Ikeda et al., 2013). *LHW* is related to vascular development (De Rybel et al., 2016) and was more abundant in H9. 

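LHW, a bHLH factor of the vascular stem cells, had 13.3 ± 2.40 RPKM in H6, 27.4 ± 3.22 in H9, 18.4 ± 4.89 in H15 and 15.4 ± 1.48 in H20. It rose from H6 to H9 (log2 fold change 1.03, standard error 0.19, edgeR adjusted p = 3.72e-04) and fell from H9 to H15 (log2 fold change -0.44, standard error 0.19, edgeR adjusted p = 0.0473), a call that was lost when single libraries were left out.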

A TF with a dual function on cell wall dynamics showed an interesting expression pattern, namely *WLIM1*. In cotton fibers, WLIM1 bundles the actin filaments, which favors fiber extension by activating intracellular transport. It also binds to the PAL-box in the promoters of lignin/lignin-like biosynthetic genes, thereby contributing to the lignification of the fiber SCW (Han et al., 2013). 

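Contig 4635 (WLIM1) had 230.1 ± 17 RPKM in H9 (log2 fold change 2.25, standard error 0.15, edgeR adjusted p = 1.23e-07 for H9 against H6), and rose further to H15 (H15 against H9: log2 fold change 1.00, standard error 0.15, edgeR adjusted p = 3.91e-05). The RT-qPCR relative quantity of the same contig was 0.539 ± 0.297 in H6 and 1.38 ± 0.640 in H9 (mean ± SD, n = 3 pools).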

The role of WLIM1 in fiber extension can be proposed in young hemp hypocotyls, since a significant increase in expression was observed between H6 and H9 (Supplementary Table S4).

Xyloglucan, a hemicellulose of the PCW, plays a crucial role in the regulation of cell elongation (Park and Cosgrove, 2015). It was detected in the cell wall at all the time points studied (**Figure 3**) and *CSLC4*, which is involved in its biosynthesis, was more expressed in H6. 

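CSLC4 had 16.1 ± 1.52 RPKM in H9 and 5.09 ± 0.333 in H15. It was lower after each step: -2.04 from H6 to H9, -1.52 from H9 to H15 and -0.51 from H15 to H20 on the log2 scale (edgeR adjusted p = 3.05e-07, 2.28e-06 and 0.0220). The call of the last step was lost with log2(RPKM + 5), TMM-like factors or quantile normalization, and without H15 replicate 1, H20 replicate 1 or H20 replicate 2.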

CSLC4 acts in the Golgi to form the xylosylated glucan backbone during xyloglucan biosynthesis (Park and Cosgrove, 2015). Several transcripts related to xyloglucan remodeling were detected in H6, including expansins, XTH, and β-galactosidases. XTH and expansins transcripts were similarly found in elongating flax hypocotyls (Roach and Deyholos, 2008). Expansins loosening the cell wall are thought to be active in ‘biomechanical hotspots’ where xyloglucan and cellulose are closely intertwined (Park and Cosgrove, 2015). 

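XTH31 did not pass the test from H6 to H9, with 81.3 ± 28.3 RPKM in H9 (log2 fold change -0.07, standard error 0.22, edgeR adjusted p = 0.779), and then fell to 32.6 ± 8.09 in H15. Both later steps passed the test (H15 against H9: log2 fold change -1.18, standard error 0.23, edgeR adjusted p = 3.63e-04; H20 against H15: log2 fold change -1.69, standard error 0.23, edgeR adjusted p = 1.23e-04).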

*XTH31* was more expressed in the actively growing hypocotyl (H6), suggesting its potential role in cell expansion (Franková and Fry, 2013). In elongating tissues, β*GAL10* may have an activity on xyloglucan (Sampedro et al., 2012). Cell wall loosening is also controlled by peroxidases (Francoz et al., 2015), which break covalent bonds in cell wall polymers. Notably, in our dataset, the ortholog of *AtPRX57* was strongly upregulated at H6 (Supplementary Table S6). 

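PRX57 (contig 1589) had 144 ± 26.0 RPKM in H6, 41.1 ± 11.2 in H9, 16.2 ± 3.48 in H15 and 19.0 ± 4.03 in H20 (log2 fold change -2.82, standard error 0.23, edgeR adjusted p = 1.23e-07 for H20 against H6). The first step, H9 against H6, was the largest (log2 fold change -1.83, standard error 0.22, edgeR adjusted p = 1.27e-05).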

The deduced protein sequence showed the presence of a signal peptide, a feature supporting the potential role of this peroxidase in cell wall loosening during the growth of the young hemp hypocotyl.

### Differential Expression of Genes in the Phenylpropanoid Pathway among Time Points

Anthocyanin biosynthesis and monolignol production share the phenylpropanoid pathway from phenylalanine to *p*-coumaroyl CoA. The latter is either directed to the flavonoid pathway through CHS, or through the monolignol pathway via CCR- or HCT- mediated reactions. Several genes implicated in anthocyanin biosynthesis were more expressed in H6 (*MYB114, CHS*, and *TT18*) while those involved in monolignol biosynthesis were more expressed in H15 or H20 (*HCT, CCoAOMT*; Supplementary Table S6). 

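MYB114 had 9.70 ± 0.657 RPKM in H15 and 8.75 ± 4.54 in H20 (log2 fold change -3.38, standard error 0.31, edgeR adjusted p = 2.93e-07 for H20 against H6). CHS, chalcone synthase, went from 171 ± 43.4 in H6 to 12.1 ± 6.40 in H9, 8.98 ± 3.34 in H15 and 24.2 ± 2.29 in H20 (log2 fold change -2.73, standard error 0.34, edgeR adjusted p = 5.53e-06), and rose again from H15 to H20 (log2 fold change 1.42, standard error 0.34, edgeR adjusted p = 0.00501). TT18, anthocyanidin synthase, went from 131 ± 36.9 to 6.37 ± 1.93 in H9 and 1.13 ± 0.590 in H20 (log2 fold change -6.77, standard error 0.56, edgeR adjusted p = 1.25e-07). Over the list of flavonoid and anthocyanin synthesis, 6 of 10 contigs were lower in H20, 3 higher and CHI did not pass, by all contigs and over the list alone (median -1.60, limma camera adjusted p = 0.780). The 3 higher contigs are all matched to F3'H, a cytochrome P450. Another F3'H contig, 10622, named after its values were seen, is among the 6 lower.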

Anthocyanins modify the quantity and quality of light trapped by the chloroplasts, acting as a photoprotectant (Steyn et al., 2002). This photoprotection is a required adaptation when the hypocotyl emerges from the soil (Wang et al., 2012). Monolignols are incorporated into the lignin polymer at older developmental stages to provide strength and resistance to the conducting and supporting tissues. A recent work has shown that anthocyanin and monolignol biosynthesis may be interdependent. Indeed, the downregulation of *CCoAOMT*, a core enzyme of the monolignol biosynthetic reactions, activates the anthocyanin pathway through a MYB TF in petunia (Shaipulah et al., 2016). In addition, silencing of *HCT* in *Arabidopsis* was shown to decrease the S units and increase the H units and flavonoid production through CHS activity (Hao and Mohnen, 2014).

### Marker Genes of the Hemp Hypocotyl Secondary Growth

The cambial activity marking the onset of secondary growth is controlled by phytohormones and, notably, active JAs (Sehr et al., 2010). The JAs content peaked at H15 (**Figure 8**), where cambial division is clearly visible (**Figure 1D**). JAs stimulate secondary growth by enhancing cambial activity (Sehr et al., 2010) and favor both phloem fiber formation (Sehr et al., 2010) and lignification (Pauwels et al., 2008). 

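NST1 had 5.85 ± 2.56 RPKM in H6, 15.6 ± 0.972 in H9 and 34.9 ± 1.70 in H15. The ratio of H15 to H6 was 5.97 (log2 fold change 2.71, edgeR adjusted p = 8.11e-07).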

At the transcriptional level, the expression of the master regulator of fiber differentiation *NST1* (Zhong and Ye, 2015) increased sixfold in H15 as compared to H6 (Supplementary Table S4). XND1 is another NAC TF which acts antagonistically to NST1 to ensure xylem extensibility (Zhao et al., 2008) and its expression increased 23-fold in H20 as compared to H6 (Supplementary Table S4). 

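XND1 had 4.48 ± 0.356 RPKM in H9 and 32.4 ± 4.44 in H15, and the ratio of H20 to H6 was 23.3. The step from H9 to H15 made up most of it (log2 fold change 2.99, standard error 0.21, edgeR adjusted p = 1.40e-07).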

PXC1 regulates the xylem fiber formation in stem secondary vasculature (Nieminen et al., 2015) and its expression increased threefold in H15 as compared to H6. 

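PXC1, a receptor-like kinase, went from 69.9 ± 11.1 RPKM in H6 to 211 ± 13.2 in H15, a ratio of 3.02 (log2 fold change 1.72, edgeR adjusted p = 1.01e-07). H20 against H15 did not pass the test (log2 fold change -0.19, standard error 0.14, edgeR adjusted p = 0.282).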

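WAT1 contig 3133 went from 82.6 ± 11.5 RPKM in H6 to 222 ± 9.29 in H20, a ratio of 2.68 (log2 fold change 1.53, standard error 0.17, edgeR adjusted p = 1.50e-06). Contig 3134, with the same match, went from 157 ± 30.1 to 305 ± 31.2 (log2 fold change 1.06, standard error 0.14, edgeR adjusted p = 1.15e-05).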

*WAT1*, encoding a vacuolar auxin transporter essential for fiber differentiation and secondary wall thickening (Ranocha et al., 2013), showed increased expression (2.6-fold) in H20 as compared to H6. *WOX4*, which codes for a homeobox module involved in hypocotyl vascular patterning and cambium proliferation (Ragni and Hardtke, 2014), was more expressed in H20 (Supplementary Table S4). 

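WOX4 had 38.7 ± 4.38 RPKM in H6, 62.8 ± 1.38 in H9, 75.3 ± 10.8 in H15 and 82.5 ± 6.07 in H20 (log2 fold change 1.19, standard error 0.13, edgeR adjusted p = 1.38e-06 for H20 against H6). PXY, the cambial receptor upstream of WOX4 in Arabidopsis, went from 28.6 ± 6.30 to 67.1 ± 7.02 (log2 fold change 1.33, standard error 0.18, edgeR adjusted p = 1.23e-05), and LBD4 from 6.13 ± 2.02 to 31.5 ± 2.87 (log2 fold change 2.47, standard error 0.23, edgeR adjusted p = 3.78e-07). All 4 cambium contigs, from 7 listed genes, were higher in H20; CYCD3;1 is also counted in the list of cell division.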

Genes involved in wall remodeling were also differentially regulated during the development of the hypocotyl. For example, the late expression of the ortholog of *AtEXPA4* (Supplementary Table S6) might be involved in secondary vascular tissue development by, e.g., regulating intrusive growth (Gray-Mitsumune et al., 2004). 

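EXPA4 had 36.3 ± 3.54 RPKM in H9 and 50.3 ± 7.03 in H15. It rose early, from H6 to H9 (log2 fold change 1.02, standard error 0.21, edgeR adjusted p = 7.75e-04), and H20 against H15 did not pass the test (log2 fold change -0.34, standard error 0.20, edgeR adjusted p = 0.210).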

Since hemp bast fibers also grow intrusively (Snegireva et al., 2015), a role for this protein in this process might be hypothesized. This gene was found to be more expressed in the phloem-cambium zone of the *Arabidopsis* hypocotyl undergoing secondary growth (Zhao et al., 2005), where active division and cellular growth occur. 

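XTH22 had 17.5 ± 1.43 RPKM in H9 and 52.4 ± 1.65 in H15. Its rise from H6 to H9 (log2 fold change 2.92, standard error 0.28, edgeR adjusted p = 1.71e-06) was larger than that from H9 to H15 (log2 fold change 1.72, standard error 0.23, edgeR adjusted p = 1.92e-05). H20 against H15 did not pass the test (log2 fold change 0.18, standard error 0.22, edgeR adjusted p = 0.542).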

The hemp ortholog of *TCH4* (*XTH22*) was strongly upregulated in H20 and is known to be inducible by *cis*-OPDA (Taki et al., 2005). The presence of *TCH4* in tissues undergoing secondary wall deposition may be explained by the function of xyloglucan in the biogenesis of the cell wall. Indeed, xyloglucan, after transit through the SCW, may reinforce the links between PCW and SCW in the S1 layer junction (Bourquin et al., 2002). This may explain the strong LM15 signal observed within the cell wall of H15 bast fibers (**Figure 3C**) and the late up-regulation of *TCH4*.

### Transcripts Involved in the SCW Biogenesis

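IRX14, of the xylan backbone, had 253 ± 38.1 RPKM in H15 and 249 ± 24.2 in H20, and RWA3, which takes part in acetylating the backbone, 91.1 ± 6.76 and 83.8 ± 0.480. By the highest mean, all 16 xylan contigs fell in H15 (11) or H20 (5), all 9 contigs of secondary wall cellulose in H15 (3) or H20 (6), 15 of 17 of the phenylpropanoid and monolignol pathways (7 and 8) and 11 of 14 laccases (10 and 1). The other 3 laccase contigs, all matched to LAC17, were highest in H9.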

Our data showed that the genes involved in the biosynthesis of xylan, cellulose, monolignols and in lignin polymerisation were co-expressed in H15 and H20 (Supplementary Table S6). Such a co-expression may result from the regulation of SCW deposition by TFs, i.e., NST1 for the fiber fate (Hao and Mohnen, 2014) and VND1 for vessels (Zhong and Ye, 2014).

In our dataset, the cellulose synthases which were more expressed during secondary growth were the *Arabidopsis* orthologs of *CesA4, CesA7*, and *CesA8*, as already previously observed in adult hemp (De Pauw et al., 2007; van den Broeck et al., 2008). 

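In H15 the levels were 974 ± 89.9 RPKM for CESA4, 345 ± 27.7 for CESA7 and 330.1 ± 23.3 for CESA8. Each rose at both early steps, from H6 to H9 by 2.02, 2.25 and 1.98 and from H9 to H15 by 1.79, 2.02 and 2.15 on the log2 scale (edgeR adjusted p at most 9.74e-05 and 1.74e-04). For none did H20 against H15 pass the test (edgeR adjusted p = 0.927, 0.671 and 0.469).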

*CesA*s require sucrose synthase (SUS) activity for the provision of the UDP-glucose (Doblin et al., 2002). The *Arabidopsis* orthologs of *SUS4* and *SUS6* were found to be differentially expressed between young and old hypocotyls (Supplementary Table S6). 

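SUS4 went from 296 ± 71.4 RPKM in H6 to 1301 ± 84.5 in H20 (log2 fold change 2.24, standard error 0.18, edgeR adjusted p = 9.49e-08). SUS6 was far less abundant: contig 11925 went from 12.1 ± 7.93 to 34.8 ± 6.81 (log2 fold change 1.63, standard error 0.52, edgeR adjusted p = 0.00878) and contig 11699 from 14.7 ± 6.24 to 34.1 ± 3.64 (log2 fold change 1.32, standard error 0.34, edgeR adjusted p = 0.00255). In H15 these contigs had 14.9 ± 4.39 and 17.7 ± 2.34, and SUS4 1276 ± 82.1.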

In *Arabidopsis*, SUS6 is present in the vascular tissues of the cotyledons, leaves, petals, anthers, and roots (Bieniawska et al., 2007). The function of SUS4 and SUS6 possibly overlaps, but they may have different patterns of tissular or cellular localisation. These enzymes may be soluble to provide a pool of hexose phosphate for the cellular metabolism or anchored to the plasma membrane to deliver UDP-glucose to synthetize wall polysaccharides including xyloglucan and cellulose (Bieniawska et al., 2007). Two genes of the COBRA family, *COB* and *COBL4*, are also involved in cellulose biosynthesis (Brown et al., 2005). Further characterisation of the genes belonging to this family is needed to understand their contribution and the way they act in the cell wall. 

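COB, a membrane-anchored protein of oriented cellulose deposition, went from 32.9 ± 1.47 RPKM in H6 to 132 ± 33.5 in H20 (log2 fold change 2.11, standard error 0.17, edgeR adjusted p = 9.41e-08). COBL4, its relative of the secondary wall, went from 18 ± 3.27 to 109 ± 2.91 (log2 fold change 2.68, standard error 0.17, edgeR adjusted p = 1.30e-08). Both rose mainly from H9 to H15 (COB: log2 fold change 1.59, standard error 0.17, edgeR adjusted p = 2.58e-06; COBL4: log2 fold change 1.84, standard error 0.16, edgeR adjusted p = 7.95e-07).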

As their expression was higher in H20, a role in SCW and gelatinous layer (G-layer) deposition may be postulated. Supporting this hypothesis, Hobson et al. (2010) have described a COBRA-like gene being strongly up-regulated in the bast fibers of the middle part of adult hemp stems as compared to the top and De Pauw et al. (2007) found that *COBL4* was more expressed in the outer tissue of the middle and bottom parts of the stem as compared to the top, where the G-layer is appearing in phloem fibers. In flax it was demonstrated that, after its deposition, the bast fiber galactan layer progressively matures via the assembly of cellulose microfibrils to a crystalline structure (Gorshkova and Morvan, 2006). In flax, this maturation between the galactan-layer and the G-layer requires βGAL1 (Roach et al., 2011). We have found out that a β*GAL* (contig 1317), ortholog of the *Arabidopsis* β*GAL3*, was specifically expressed in hemp hypocotyls undergoing SCW deposition. This gene clusters with flax *Lu*β*GAL1*, which is involved in SCW deposition in flax hypocotyls and stems (Roach and Deyholos, 2007; Roach et al., 2011). It should, however, be noted that in hemp we did not observe an LM5 signal in the bast fibers (**Figure 2**), as previously shown in adult plants by Blake et al. (2008). This is an important difference with respect to flax fiber composition. 

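Contig 1317 had 83.8 ± 8.48 RPKM in H9 and 198 ± 15.2 in H15, and rose from H9 to H15 (log2 fold change 1.38, standard error 0.11, edgeR adjusted p = 3.92e-07). It was expressed at every time point: the ratio of H20 to H6 was 3.25.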

Another gene which may play an important role in hemp cell wall maturation is a class IV chitinase (contig 13996). It was highly expressed in H9, H15, and H20. 

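Contig 13996, matched to a class IV chitinase, had 8.77 ± 2.45 RPKM in H6, 26.3 ± 3.58 in H9, 28.3 ± 10.7 in H15 and 29.7 ± 3.61 in H20. It rose from H6 to H9 (log2 fold change 1.57, standard error 0.27, edgeR adjusted p = 2.12e-04), and the later steps did not pass the test (edgeR adjusted p = 0.415 and 0.880).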

In flax, three isoforms of chitinase-like genes, most similar to chitinases of class IV, were highly expressed in the phloem fibers (Mokshina et al., 2014), where they may be involved in the development of the G-layer. A signal peptide was found in the deduced hemp chitinase protein sequence, a finding corroborating its action in the cell wall. Three isoforms of FLAs (*FLA11, FLA12*, and *FLA16*, Supplementary Table S6) were more expressed in H15 and H20. The biological functions of FLAs are still debated (Roach and Deyholos, 2007), however, several lines of evidence point to a role in SCW deposition (Ito et al., 2005; MacMillan et al., 2015). Our data suggest they may indeed be involved in the deposition of the SCW of the fibers (Roach and Deyholos, 2007), since they were more expressed at older developmental stages. 

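FLA11 went from 28.3 ± 13.5 RPKM in H6 to 202 ± 34.4 in H9, 783 ± 63.3 in H15 and 733 ± 27.1 in H20 (log2 fold change 4.80, standard error 0.31, edgeR adjusted p = 1.62e-08 for H20 against H6), and FLA16 from 143 ± 9.92 to 357 ± 16.6 (log2 fold change 1.42, standard error 0.13, edgeR adjusted p = 2.80e-07). FLA12 had contig 15115, from 8.06 ± 11.7 to 1040.5 ± 399.8 (log2 fold change 7.12, standard error 0.93, edgeR adjusted p = 7.66e-06), and contig 1788, from 17.1 ± 10.1 to 793 ± 63.5 (log2 fold change 5.65, standard error 0.40, edgeR adjusted p = 3.23e-08). The H6 libraries of contig 15115 had 1.88, 21.6 and 0.72 RPKM, and without H6 replicate 2 its change became 9.78. Of the 5 contigs of fasciclin-like proteins, 4 were higher in H20 and FLA2 was lower (median 4.80, limma camera adjusted p = 0.0969). FLA11 and FLA12 are counted in the list of secondary wall cellulose as well. From earlier work and their higher expression at the older stages the paper proposes that FLAs take part in depositing the secondary wall of fibers.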

AtFLA11 and AtFLA12 are highly active in xylem vessels and fibers and impact cellulose, arabinose, and galactose content in the cell wall (MacMillan et al., 2015). The group containing AtFLA16 has not yet been characterized. In flax hypocotyls, two FLAs were more expressed at 9 and 15 days as compared to 7 days (Roach and Deyholos, 2008).

Xylan is the chief hemicellulose in hemp hypocotyl secondary tissues (**Figure 4**). Indeed, in accordance with Blake et al. (2008), the LM10 epitope was detected in the cell wall of xylem cells and bast fibers. This finding was supported at the transcriptome level by Cytoscape and MapMan analyses (**Figure 7**). In xylem cells, xylan is largely present in the lignifying SCW while in the bast fibers it was localized in the outermost layer enveloping the G-layer. Several genes involved in the biosynthesis of glucuronoxylan were found in our analysis (Supplementary Table S6). Glucuronoxylan contains a xylan reducing-end glycosyl sequence (XRES) which is likely produced by FRA8 and IRX8 (Hao and Mohnen, 2014). 

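IRX10L and IRX15L, of the xylan backbone, had 18.3 ± 1.91 and 18.5 ± 5.17 RPKM in H6 and 52.5 ± 1.63 and 241 ± 20.9 in H15. ESK1 had 276 ± 13.9 in H15, and IRX10 198 ± 27.6. From H9 to H15 all rose: IRX10 by 2.12, IRX10L by 1.21, IRX14 by 1.99, ESK1 by 1.51 and RWA3 by 1.45 on the log2 scale (edgeR adjusted p = 4.56e-06, 1.29e-06, 1.60e-07, 4.29e-05 and 3.92e-07). Over the xylan list, 14 of 16 contigs were already higher in H9 than in H6 (15 over the list alone).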

Some genes involved in the elongation of the glucuronoxylan backbone (*IRX10, IRX10L, IRX14*, and *IRX15L*), backbone acetylation (*ESK1, RWA3*) and substituent methylation (*GXM3*) have been found in late stages of the hypocotyl development. Determining the molecular structure and the precise deposition site of xylan in bast fibers, e.g., by immunogold labeling coupled to TEM, may shed light on its function (Mikshina et al., 2013). Indeed, Mortimer et al. (2015) have described in *Arabidopsis* a subset of genes involved in the biosynthesis of a specific type of xylan with pentosylated side chains (*PUX5*) which is present in young stems and roots. Interestingly, *IRX10L* and *IRX14* are part of this subset of genes. The *PUX5*-xylan is able to interact with different wall polymers, but with a reduced cross-linking as compared to the xylan of the SCW, to ensure PCW extensibility. It should be noted that IRX10 and IRX15L seem to be implicated in the backbone elongation of SCW xylan (Jensen et al., 2011; Mortimer et al., 2015). Such a differentiation of genes involved in xylan backbone elongation may point to different functions of the xylan deposited in the xylem cells and bast fibers. Further studies are needed to verify this hypothesis.

Most of the genes involved in the transcriptional regulation of lignification, i.e., the methyl donors, genes involved in monolignol biosynthesis and lignin polymerisation were up-regulated either in H15 or H20. 

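Step by step, the contigs of C1 metabolism and S-adenosylmethionine supply were 8 higher and 0 lower of 8 in H9 against H6, and 8 higher and 0 lower of 8 in H15 against H9. Those of the phenylpropanoid and monolignol pathways were 14 higher and 1 lower of 17 and 15 higher and 1 lower of 17 at the same steps, and laccases 14 higher and 0 lower of 14 and 9 higher and 2 lower of 14 (edgeR). LAC17 contigs 10082 and 8833 are the laccases that fell from H9 to H15. In H20 against H15, 1 contig of the pathways was higher and 1 lower, 1 laccase was lower (0 over the list alone), and 0 contigs of C1 metabolism passed.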

*WLIM1, MYB85*, and *NST1* regulate the transcription of the lignin biosynthesizing genes (Zhong and Ye, 2009). 

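SAMS4 went from 57.6 ± 18.5 RPKM in H6 to 1152 ± 135 in H20 (log2 fold change 4.43, standard error 0.24, edgeR adjusted p = 3.86e-09), SAMS3 from 185 ± 21.6 to 774 ± 40.5 (log2 fold change 2.16, standard error 0.12, edgeR adjusted p = 3.93e-09) and SAMS2 from 366 ± 23.0 to 989 ± 32.7 (log2 fold change 1.53, standard error 0.12, edgeR adjusted p = 5.99e-08); they make S-adenosylmethionine, the methyl donor of monolignol methylation. MTHFR2 went from 124 ± 22.2 to 397 ± 14.6 (log2 fold change 1.78, standard error 0.17, edgeR adjusted p = 3.73e-07). ATMS1, methionine synthase, was matched by contig 54, from 362 ± 36.3 to 1404 ± 49.7 (log2 fold change 2.06, standard error 0.15, edgeR adjusted p = 3.65e-08), and contig 2444 (3.14, edgeR adjusted p = 8.76e-09). All 8 contigs, from 7 of 11 listed genes, were higher in H20, by all contigs and over the list alone (median 2.06, limma camera adjusted p = 7.87e-05, and 0.282 with an estimated correlation). By mean, 3 were highest in H15 and 5 in H20.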

C1 metabolism was clearly more intense as the hypocotyls develop, as shown by the up-regulation of one isoform of methylenetetrahydrofolate reductase and methionine synthase and three isoforms of S-adenosylmethionine synthase (orthologs of *Arabidopsis MTHFR2, ATMS1, SAMS2, SAMS3*, and *SAMS4*). *Arabidopsis* seedlings deficient in SAMS3 activity display significantly lower content of lignin in the aerial part (Shen et al., 2002), thus highlighting the possible regulation of lignification by the pool of available methyl donors. In adult hemp stem, the core tissue mainly composed of xylem cells also shows a higher rate of C1 recycling (van den Broeck et al., 2008). The genes putatively involved in phenylpropanoid and monolignol biosynthesis were all more expressed in H15 or H20, with the exception of *CAD9*. 

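Of the 17 contigs listed for these pathways, 7 had their highest mean in H15, 8 in H20, 1 in H9 and 1 in H6. The contig highest in H9 is matched to HCT (14769): 11.9 ± 3.63 RPKM in H6, 16.8 ± 1.49 in H9 and 1.11 ± 0.361 in H20 (log2 fold change -3.35, standard error 0.33, edgeR adjusted p = 6.13e-07 for H20 against H6). The contig highest in H6 is matched to COMT1 (4361): 484 ± 77.9 in H6, 126 ± 63.4 in H9, 161 ± 14.1 in H15 and 379 ± 32.0 in H20 (log2 fold change -0.25, standard error 0.26, edgeR adjusted p = 0.359).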

In *Arabidopsis*, CAD9 is involved in the biosynthesis of coniferyl alcohol in the young developing stem (Eudes et al., 2006). It is therefore plausible to observe a higher expression of CAD9 in H6. 

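The more abundant CAD4 contig had 262 ± 40.4 RPKM in H9 and 474 ± 13.2 in H15, and H20 against H15 did not pass the test (log2 fold change 0.05, standard error 0.19, edgeR adjusted p = 0.846). Contig 10133, with the same match, went from 19.6 ± 4.27 in H6 to 99.7 ± 11.7 in H15 and 112 ± 2.50 in H20 (log2 fold change 2.63, standard error 0.15, edgeR adjusted p = 5.19e-09 for H20 against H6).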

The other CAD isoform, *CAD4*, reached its highest expression in H20. None of these two CAD isoforms have been described in the studies of De Pauw et al. (2007) and van den Broeck et al. (2008). This may be explained by the higher sensitivity of the RNA-Seq for low abundance transcripts (highest RPKM of *CAD9* = 29). Indeed, other genes involved in these pathways display higher RPKM values (>500) and were detected by these studies based on microarrays.

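CAD9 had 29.1 ± 1.46 RPKM in H6, 19.6 ± 2.73 in H9, 14.2 ± 2.49 in H15 and 9.80 ± 0.920 in H20. The fall from H6 to H20 passed the test (log2 fold change -1.47, standard error 0.16, edgeR adjusted p = 1.47e-06).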

Peroxidases and laccases are enzymes known to polymerise monolignols in *Arabidopsis* (Hao and Mohnen, 2014). 

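Among the 10 largest rises from H6 to H20 in contigs of at least 10 RPKM, contigs of LAC17, LAC4 and PRX52 hold places 6, 7 and 8. Ahead of them are FLA12, MIOX1, AT5G42420, AT1G13130 and AT2G31930, the last from 3.43 ± 1.70 to 240.3 ± 10.8 RPKM (log2 fold change 6.24, standard error 0.31, edgeR adjusted p = 2.00e-09). No laccase or PRX52 contig is among the 10 largest falls, which include LOX2, MLP423 and TT18.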

The changes associated with the expression of these genes were among the highest observed in our study (Supplementary Table S6). The orthologs of *AtPRX52* and *AtPRX64*, which are involved in *Arabidopsis* fiber lignification (Tokunaga et al., 2009; Fernández-Pérez et al., 2014), were more expressed in H20. 

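Other contigs carry the same matches. PRX52 contigs 14518 and 11943 went from 4.13 ± 1.36 and 31.6 ± 8.30 RPKM in H6 to 47.0 ± 5.87 and 197 ± 26.6 in H15 and 20.8 ± 3.5 and 94.2 ± 10.8 in H20. Both were higher in H20 than in H6 (2.45 and 1.67, edgeR adjusted p = 6.32e-07 and 1.23e-06) and fell from H15 to H20 (14518: log2 fold change -1.2, standard error 0.21, edgeR adjusted p = 7.83e-04; 11943: log2 fold change -1.09, standard error 0.17, edgeR adjusted p = 3.36e-04). PRX64 contig 2814 went from 99.4 ± 18.4 to 552 ± 77.6 (log2 fold change 2.57, standard error 0.17, edgeR adjusted p = 1.45e-08).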

Interestingly, a signal peptide is present in the deduced protein sequences of these two peroxidases, suggesting their secretion to the cell wall. Such a signal peptide was also detected in two (AtLAC5 and AtLAC13 hemp orthologs) out of the five laccase isoforms (see Results section), which may be involved in lignin polymerisation in *Arabidopsis*. Indeed, AtLAC4, AtLAC12, and AtLAC17 have a putative role in stem lignification in *Arabidopsis* (Berthet et al., 2012). AtLAC5 and AtLAC13 may be secreted because of the presence of a signal peptide (Turlapati et al., 2011), but their involvement in lignification has not yet been proven; they cluster together, while AtLAC4, AtLAC12, and AtLAC17 are in three separate clusters according to Turlapati et al. (2011).

### Hormonal Control of Cell Wall Biogenesis in the Hypocotyl of *C. sativa*

Several phytohormones are essential for cell wall biogenesis, from the elongation phase to the strengthening of various tissues by the SCW. Many studies have pointed to their roles in the expression of cell wall related genes, either by direct action or by influencing the genes involved in their transcription or signaling (reviewed by Sánchez-Rodríguez et al., 2010; Didi et al., 2015; Nieminen et al., 2015). We have thus combined our transcriptomics data with the quantification of phytohormones and looked for genes involved in cell wall biogenesis known to be regulated by those molecules.

Indole-3-acetic acid and PAA are two distinct bioactive auxins, but they share the same signaling pathway (e.g., TIR1-IAA3 and TIR1-IAA6) and regulate the same auxin-responsive genes (Sugawara et al., 2015). For instance, auxins are known to induce cell elongation via the expansin and XTH activities (Sánchez-Rodríguez et al., 2010). In our dataset, *EXPA5, EXPA8, XTH5*, and *XTH8* were more expressed in H6 and H9, where the endogenous bioactive auxin content (IAA3 and PAA) is higher. 

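EXPA5 had 148 ± 9.79 RPKM in H9 and 16.1 ± 6.09 in H15, EXPA8 58.7 ± 8.12 and 1.84 ± 0.685, XTH5 655 ± 116 and 149.8 ± 8.02, and XTH8 74.1 ± 5.79 and 38.1 ± 1.33. All 4 fell from H9 to H15, with log2 fold changes of -3.08, -4.86, -1.99 and -0.82 (edgeR adjusted p = 1.09e-07, 3.99e-08, 8.60e-08 and 9.35e-05). Of the 4 early auxin response contigs, from 20 listed genes, IAA14, IAA3 and IAA16 were lower in H20 than in H6 and IAA11 was higher; the call of IAA16 was lost under quantile normalization. IAA14 went from 586 ± 32.8 to 15.8 ± 1.83 (log2 fold change -5.11, standard error 0.14, edgeR adjusted p = 4.89e-11).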

Another property of auxin is to prevent lignification by promoting the degradation of IAA3 (Nanao et al., 2014; Oh et al., 2014). In *Arabidopsis* seedlings, the gain-of-function *iaa3/shy2-2* mutant shows higher expression of several genes belonging to the phenylpropanoid/lignin pathway, such as *PAL1, PAL2, C4H, 4CL1, CCoAOMT*, and *PRX52* (Oh et al., 2014). Indeed, the lowest bioactive auxin levels, recovered in H15 and H20, correspond to the highest abundance of these genes. However, auxin may also induce the expression of some genes involved in lignin biosynthesis such as *COMT* and *CCoAOMT* through the binding of the TF BREVIPEDICELLUS to their promoter region (Sánchez-Rodríguez et al., 2010).

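From H9 to H15 PAL1, C4H, 4CL1 and CCoAOMT rose by 1.42, 1.4, 2.07 and 1.52 on the log2 scale (edgeR adjusted p = 8.20e-06, 1.59e-06, 6.86e-07 and 1.70e-06). In H15 they had 149 ± 7.38, 695 ± 24.7, 149.8 ± 3.31 and 1375 ± 105 RPKM, and PRX52 89.4 ± 4.86. IAA3, an auxin repressor, fell at the same step (log2 fold change -1.23, standard error 0.17, edgeR adjusted p = 2.98e-05).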

Abscisic acid acts antagonistically to gibberellic acid to inhibit stem elongation by arranging longitudinally the cortical microtubules (Shibaoka, 1994). This may explain the high ABA content observed in H20, a time-point where elongation ceases (Supplementary Image S1). 

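MAP65-8 and MAP70-5 had 98.2 ± 1.19 and 174 ± 13.7 RPKM in H15, and for neither did H20 against H15 pass the test (edgeR adjusted p = 0.416 and 0.434). Of the 20 listed genes of abscisic acid, 3 had a contig among those selected: HAB1 and RD22 were lower in H20 than in H6 (-1.48 and -2.95, edgeR adjusted p = 8.45e-09 and 2.71e-06), and HAI3, a phosphatase of the abscisic acid response, higher (0.74, edgeR adjusted p = 0.0201), a call that was lost without H6 replicate 2, H6 replicate 3 or H20 replicate 1.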

Genes coding for the microtubule-associated proteins, *MAP65*-8 and *MAP70-5*, were found to be highly expressed in H20. MAP65 bundles the microtubules (Soyano et al., 2008), while MAP70-5 determines the cortical patterning of the cell walls of tracheary elements (Derbyshire et al., 2015). 

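FLA2 had 108 ± 20.8 RPKM in H6, 62.2 ± 11.4 in H9, 55.6 ± 5.07 in H15 and 45.0 ± 2.88 in H20 (log2 fold change -1.16, standard error 0.16, edgeR adjusted p = 1.19e-05 for H20 against H6). Its fall from H6 to H9 passed the test (log2 fold change -0.81, standard error 0.16, edgeR adjusted p = 4.75e-04).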

ABA also down-regulates the expression of the FLA *AtFLA2*, whose hemp ortholog was found to be more abundant in H6 (Supplementary Table S6). AtFLA2 may induce shoot development (Johnson et al., 2003) in an auxin-dependant manner, as it forms a complex with ABCB19, a regulator of auxin eﬄux (Titapiwatanakun et al., 2009).

We were not able to significantly discriminate the bioactive cytokinin content from one time-point to another, but the lowest concentration was observed in H20 (**Figure 8C**). It has been shown that the concentration of bioactive CKs is higher in young tissues and declines as the tissue senesces (Havlová et al., 2008). However, when considering only tZ/tZR, the highest level was observed in H9 and H15 while the minimum was found in H20. It has been suggested that roots are a major site of tZ production and that tZR is the major CK present in the xylem sap (Sakakibara, 2006; Hirose et al., 2008). After translocation, tZR is metabolized to tZ, leading to signal transduction. Given the decrease of the ratios between CK nucleobases and CK nucleosides (**Figure 9**), we may suppose that there is a shift in bioactive CK allocation along the time-course. As a consequence, the fraction of bioactive CKs able to induce a signal, i.e., the nucleobases, might be higher in younger hypocotyls. At the cell wall level, CKs, and particularly tZ, are involved in the lignification of the fibers and xylem vessels (Didi et al., 2015). From our data, we may speculate that CKs regulate the initiation of lignin deposition in secondary tissues, while later lignification is tuned by other factors. *AtPRX52* (whose hemp ortholog was more expressed in H20, Supplementary Table S6) is an example of these genes regulated by several factors: it contains a high number of *Arabidopsis* response regulator 1 (ARR1)-cytokinin-binding element in its promoter region, but is also responsive to *bZIP9, bZIP50, NST1, MYB46*, or *MYB85* (Herrero et al., 2014). All these TFs were, notably, more abundant either in H15 or in H20 (Supplementary Table S4).

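bZIP9 went from 5.31 ± 0.468 RPKM in H6 to 13.3 ± 1.88 in H15 and 18.8 ± 1.42 in H20 (log2 fold change 1.93, standard error 0.20, edgeR adjusted p = 7.87e-07 for H20 against H6), and bZIP50 from 27.9 ± 2.89 to 48.2 ± 5.08 and 58.3 ± 2.96 (log2 fold change 1.16, standard error 0.14, edgeR adjusted p = 3.20e-06). Both had a higher mean in H20 than in H15, a step that did not pass the test (edgeR adjusted p = 0.0551 and 0.162); under DESeq2 and in limma on log2(RPKM + 1) that of bZIP9 passed.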

Methyl jasmonate and other JAs are also factors regulating the biosynthesis of cell wall building components (Pauwels et al., 2008; Men et al., 2013). This is notably the case for lignin: we have found that the expression of several methyl jasmonate-up-regulated genes peaks simultaneously with the active jasmonates content, namely orthologs of *Arabidopsis MetS1, PAL2, C3H, CCoAOMT, HCT, CAD4*, and *4CL2* (Supplementary Table S6). 

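Among these genes PAL2, CCoAOMT, HCT and 4CL2 had their highest mean in H15, and contig 54 of methionine synthase, C3H1 and CAD4 in H20. PAL2 had 527 ± 34.9 RPKM in H15, HCT 325 ± 13.9, 4CL2 855 ± 12.1 and C3H1 348 ± 21.1, with 407 ± 19.9 in H20. For none did H20 against H15 pass the test (edgeR adjusted p = 0.544, 0.385, 0.578, 0.344, 0.845 and 0.434 for PAL2, CCoAOMT, HCT, 4CL2, contig 54 and C3H1). Of 21 listed genes of jasmonate synthesis and signalling, only LOX2 had contigs among those selected, 584 and 408. LOX2 contig 584 had 47.8 ± 16.8 in H9 and 1.46 ± 1.26 in H15 (log2 fold change -4.97, standard error 0.56, edgeR adjusted p = 4.80e-06 for H15 against H9), and contig 408 fell at the same step (log2 fold change -3.32, standard error 0.15, edgeR adjusted p = 9.01e-09).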

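IRX15L contig 10893 had 57.5 ± 7.44 RPKM in H9 and 268 ± 32.1 in H20 (H20 against H6: log2 fold change 3.96, standard error 0.21, edgeR adjusted p = 2.94e-09). Contig 15803, with the same match, went from 7.74 ± 0.839 in H6 to 23.7 ± 2.40 in H15 and 21.0 ± 0.0802 in H20 (log2 fold change 1.53, standard error 0.15, edgeR adjusted p = 6.78e-07).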

*IRX15-L* (glucuronoxylan backbone biosynthesis) is also up-regulated by methyl jasmonate and its expression peaked in H20.

## Conclusion

This study has highlighted the suitability of the hemp hypocotyl for the study of the main events accompanying secondary growth. Phytohormones were here shown to be tightly linked with secondary growth and cell wall deposition. Polysaccharide fingerprinting via immunohistochemistry has been linked to transcriptomic data to emphasize the role of the TFs and genes involved in the biosynthesis of the building blocks (polysaccharides, monolignols) composing the cell wall, a structure that is crucial for the development of the plant.

## Author Contributions

MB analyzed the RNA-Seq data and phytohormone profiles, performed RT-qPCR, optical microscopy and immunohi-stochemistry experiments and wrote the manuscript. SyL participated in the RNA-Seq experiment, performed the bioinformatic analysis and critically revised the manuscript. EŽ, VM, and PD performed the phytohormone analysis and critically revised the manuscript. J-FH and StL conceived the experiment and critically revised the manuscript. J-FH leads the project CANCAN. GG conceived the experiment, performed the RNA-Seq, wrote and critically revised the manuscript. All the authors have read and approved the final version of this manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.predisi.de

2 http://eu.idtdna.com/calc/analyzer

## Abbreviations

CSL: cellulose synthase like
FLA: fasciclin-like arabinogalactan protein
LAC: laccase
PCW: primary cell wall
PME: pectin methylesterase
SCW: secondary cell wall
XEH: xyloglucan endohydrolases
XET: xyloglucan endotransglucosylases
XTH: xyloglucan endotransglucosylase/hydrolase

How the deposited data were processed for this re-analysis (not part of the article)

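The measurements are RNA-Seq read counts from 12 pools of whole hemp hypocotyls, 3 pools for each of the time points H6, H9, H15 and H20, with 20 hypocotyls per pool. The numbers of the replicates do not link pools across time points. The RT-qPCR values are those the authors give in Table S3 for 10 genes on 3 pools per time point. Immunohistochemistry, microscopy and phytohormone measurements were not analysed here, nor were the mapping to the Finola assembly and the enrichment networks.

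The authors trimmed the reads, removed duplicates, assembled contigs de novo and mapped each library to them with the CLC Genomics Workbench. The count values are the authors' numbers of reads with a single mapping position per contig and library. The RPKM values were computed by the authors from these counts, the contig length and the mapped reads of the library, and the totals that they imply differ from those of Table S1 by at most 57 reads. The p-value and FDR columns were computed by the authors with a 4-group ANOVA on RPKM. The authors kept contigs with an FDR under 0.05, a ratio of the highest to the lowest mean over 2 and a difference over 10 RPKM. The 3622 contigs deposited are those the authors had selected in this way, the largest deposited FDR is 0.05, and 3620 exceed both other limits when recomputed from the RPKM. Of the 3622 contigs, 2554 carry an Arabidopsis symbol or locus, 1068 carry none and 413 carry neither a symbol nor a description. Contigs were joined to genes by locus, from the deposited symbol, locus or description or from the loci that the paper's Tables S4 to S6 give for them.

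Depth ranged from 13413501 to 25855419 mapped reads per library (median 19204884), of which 4772204 to 8422688 lie in the contigs analysed. The smallest count of a contig was 11 to 13 reads, depending on the library. The biological coefficient of variation was 0.168. The fit was tested on simulated data with 3 pools per group and the same spread for every contig. There edgeR called 98 of 100 contigs with a simulated log2 change of 1.5, 100 of 100 with 3.0, and 0 of 3422 unchanged contigs. On the same simulated data limma called 96 of 100 at 1.5 and DESeq2 98, each with 0 of 3422 unchanged contigs. The 4-group edgeR test called 6 of 3422 unchanged contigs (0.175%). Only this last count was taken without a limit on the log2 fold change. The simulation changed 200 of 3622 contigs, in H20 alone and evenly up and down. In the real data 71.6% changed from H6 to H20, so the simulation cannot tell how often calls are wrong there.

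Counts were fitted with edgeR 4.0.16 in R 4.3.3, with 1 model for the 12 libraries, library sizes set to the mapped reads of Table S1, TMM factors (0.926 to 1.06) and quasi-likelihood F tests on 8 residual degrees of freedom. The filter on low counts (filterByExpr) removed 0 contigs. The TMM factors were computed from the selected contigs alone, and TMM takes most contigs to be unchanged. As 71.6% changed from H6 to H20, this cannot be relied on here. The comparisons were H20 against H6, H9 against H6, H15 against H9 and H20 against H15, and all 4 time points jointly. P-values were adjusted by the Benjamini-Hochberg method over the 3622 contigs of each comparison. A contig was called changed at an adjusted p under 0.05 and a log2 fold change over 1 in either direction. Because all contigs had been selected for differing among these libraries, adjusted p-values are calls within that selection. The plan for the RT-qPCR comparison named a limma fit of RPKM, and since counts were at hand the edgeR contrasts took its place for choosing pairs.

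Gene lists were tested with camera in limma 3.58.1 on lists of at least 5 contigs, against the other contigs analysed, with the preset correlation of 0.01 and, as a stricter reading, with a correlation estimated from the libraries. The rotation test fry was run beside it. Members were counted as higher or lower over all contigs and after adjustment over the list alone. The lists cover wall polymers and their regulators (cellulose, xylan, lignin, laccases, transcription factors, tubulins, arabinogalactan proteins, C1 metabolism), families of wall enzymes, photosynthesis, the Calvin cycle, heat shock, the circadian clock, cell division, flavonoids, hormones (jasmonate, abscisic acid, auxin, cytokinin), the cuticle, seed reserves and markers of vessels, phloem, cambium and root hairs. Principal components and silhouettes were computed on log2(RPKM + 1) with scikit-learn 1.9.0, and correlations with scipy 1.17.1 and 100000 resamples, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

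The genes named follow a rule: every gene the paper names for which its tables or the deposited annotation give a contig; the 10 largest rises and the 10 largest falls from H6 to H20 at an adjusted p under 0.05, with the libraries of the time points not overlapping and at least 10 RPKM in the higher group; and from each list the 4 members with the smallest adjusted p and any member that goes against the majority. The values in the paper's tables had been seen when the rule was set. For a gene with several contigs, the contig of Table S6 was taken first, then that of Table S5 or S4, and the others are given beside it. Genes outside the rule are said to be chosen after their values were seen.

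The alternatives tried were pseudocounts of 0.1 and 5 RPKM in a limma fit of log2 RPKM, no filter, a mean of at least 5 RPKM, TMM-like factors computed on RPKM, quantile normalization, a replicate block, limma without the intensity trend, DESeq2 1.42.0, only the libraries compared, other thresholds, each library left out in turn, and the mean over contigs of a locus. For LAC17 and LAC4 the mean over contigs took in only some of the contigs of that name. Library totals without TMM, limma on log2(RPKM + 1) and other contigs for 2 RT-qPCR genes were added after the data were seen. Groupings of the libraries were compared as 10 splits for each pair of time points and 100 for the 4 time points, the real one included each time. Contig sequences, and so the sequence identity of contigs that share a name, were not used here.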

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

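The tests of a steady change with age, of handling on the day of sampling and of the hour of the day were chosen after the results were seen; the tests on single libraries and on scaling were not. The paper's text does not name the genes below; of factors of circadian rhythm it states, as a group, that several were more abundant in H6 and H9.

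The heat shock proteins and their regulators gave a signal among genes the paper does not analyse. From 12 of 23 listed genes, 17 contigs fell from H6 to H9, with a median log2 fold change of -5.44, and rose from H15 to H20, with a median of 3.3. The small heat shock proteins HSP17.6II and HSP17.6C are among them, as is ROF2, a peptidyl-prolyl isomerase. A single library is argued against, since in 100% of these contigs the lowest H6 library lies above every library of H9 and H15. Scaling between libraries as the whole cause is argued against too: another scaling moved the median by at most 0.67, and it stayed at -4.76 or lower. That move exceeds the bound of 0.5 set beforehand, by which scaling would not be ruled out; setting the bound aside as narrow for a median of this size is a judgement made after the result was seen. The course was not steady with age, since 100% of the contigs are higher in H20 than in H15. That rise is part of the pattern as flagged, so it restates the observation. Heat or handling on the day of sampling may be the cause, but it cannot be told apart from development. All pools of a time point share their age, and no dates of sampling are given.

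Evening genes of the circadian clock, also outside the genes named, were highest in H15. TOC1, PRR5 and FKF1 (the latter pair and RVE8 named after their values were seen) had a median log2 ratio of H15 to the other time points of 2.05. A single library is argued against, since in 100% of the 3 genes the lowest H15 library lies above every other library. Their course was not steady with age: from H15 to H20 the median log2 fold change is -2.46. That fall is part of the pattern as picked, so it restates the observation. Morning genes (LHY and RVE8) had a median ratio of -0.60, so that evening minus morning genes gives 2.65. Neither morning gene was lowest in H15: LHY was higher in H15 than in H6 (log2 fold change 0.59, edgeR adjusted p = 1.16e-04), and RVE8 had a lower mean in H20 (21.7 RPKM) than in H15 (25.9). Another hour of the day at sampling cannot be told apart from development, because the hours of sampling are not given and all pools of a time point share their age.

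Contigs of SEOR1, which encodes a protein of the sieve elements, had a median log2 fold change of 0.84 from H15 to H20, where 4 of 6 were called higher and the others did not pass (the calls of contigs 290 and 4538 were lost when single libraries were left out); 1 of the 6 had risen from H6 to H9 and fallen from H9 to H15. It is the only phloem marker listed that has contigs in the table. Of the 413 contigs with neither symbol nor description, 286 changed from H6 to H20, 99 upward and 187 downward. Over all 3622 contigs 2594 (71.6%) changed, 1238 upward and 1356 downward, so the count of 286 is no signal of its own. The contigs without symbol or description are outside the genes the paper names, and no explanation was tested for them or for SEOR1.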

How the results depend on the processing

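The alternatives set beforehand cover pseudocounts, filters, scalings, tools, thresholds and each library left out; library totals without TMM, limma on log2(RPKM + 1) and other RT-qPCR contigs were added after the data were seen. Of 527 values over 26 summary results, 501 kept their direction and size and 26 moved. Of 437 values over 19 gene lists, 435 stayed on their side of the threshold and 2 became stronger. All of these were taken at the preset correlation, and at an estimated correlation 0 of 19 lists were called. Of 4253 values over 184 named contigs, 4230 stayed, 6 became weaker, 5 became stronger and 12 moved. The values of lists and named contigs are those of H20 against H6, where no contig called in the main test changed sign, apart from HCT as a mean over contigs (below). In the 3 single steps of the named contigs, examined after the data were seen, 12406 of 12696 values stayed, 197 became weaker, 90 became stronger and 3 reversed, all from H6 to H9 under quantile normalization: XTH5 (0.26), IAA14 (0.21) and GRP7 (0.33). Which direction holds more of the changed contigs does depend on scaling and tool: from H6 to H20 lower contigs lead in the main test (1238 higher, 1356 lower) and higher ones with DESeq2, TMM-like factors, quantile normalization and only the libraries compared (1402, 1314, 1262 and 1378 higher; 1007, 1105, 1093 and 1062 lower). The lead changed in the 3 single steps too under some settings. Neither no filter nor a mean of at least 5 RPKM moved a result; no filter removes nothing that the default filter kept, so it tests nothing.

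With adjusted p alone as the threshold, the counts were 2707 for H9 against H6 (1373 higher, 1334 lower), 2884 for H15 against H9 (1388 higher, 1496 lower) and 1498 for H20 against H15 (614 higher, 884 lower), because no size of change was asked for. With log2(RPKM + 5), 827 contigs changed from H6 to H9 (371 higher), 478 were higher in H15 than in H9, and 233 changed from H15 to H20 (118 higher, 115 lower). That fit changes the tool too; limma with log2(RPKM + 1) gave 1187, 650 and 404 for the same counts. A difference of means over 10 RPKM as well left 314 from H15 to H20 (162 lower), and quantile normalization gave 194 lower at that step; the cause was not tested. Unlogged RPKM gave a silhouette of 0.807 and 89.36% of the variance in 2 components. That is the percentage the paper gives for its 2 independent components of RPKM. RT-qPCR with only H20 against H6 gave an R2 of 0.299, and the cause of that move was not tested.

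Leaving out each library in turn gave 3425 to 3587 contigs differing among the 4 time points, 2544 to 2612 changed from H6 to H20, 1208 to 1381 from H6 to H9, 1501 to 1646 from H9 to H15 and 478 to 527 from H15 to H20. The variance in 2 components ranged from 89.8 to 91.5%, the silhouette from 0.871 to 0.909 and the R2 with RT-qPCR from 0.847 to 0.890. The gene lists called ranged from 10 to 11: the list of fasciclin-like proteins was called without H6 replicate 2 (5.16, camera adjusted p = 0.0122) and without H6 replicate 3 (4.47, adjusted p = 0.0147), both at the preset correlation; at an estimated correlation 0 of 19 lists were called with all libraries. HAI3 was no longer called without H6 replicate 2 (0.61), H6 replicate 3 (0.52) or H20 replicate 1 (0.59), nor MC9 without H20 replicate 2 (-0.80) or under DESeq2 (-0.61), while ARR5 was called without H20 replicate 3 (-0.40, edgeR adjusted p = 0.0498).

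The median contig moved with the scaling or tool; DESeq2 and the limma fits (TMM-like factors and quantile normalization among them) change the tool as well. From H6 to H20 the shift was 0.29 with DESeq2, 0.17 with TMM-like factors, 0.14 with quantile normalization and -0.10 without TMM. From H6 to H9 it was 0.23 with DESeq2 and 0.13 with TMM-like factors, and from H9 to H15 -0.14 without TMM and -0.13 with limma. LHW, not called from H6 to H20 in the main test, was called under DESeq2 (0.61), TMM-like factors (0.45) and quantile normalization (0.37), and IAA16 was no longer called under quantile normalization (-0.19). As a mean over the contigs of a locus HCT gives -0.34, against 2.67 in contig 2469 and -3.35 in contig 14769.

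With a replicate block, 2596 contigs changed from H6 to H20 (1241 higher, 1355 lower). Replicate numbers do not pair the libraries: over 18 same-numbered pairs the correlation of residuals ranged from -0.281 to 0.257 (median 0.0384, against -0.0182 for other numbers), with 4 over 0.1, and 5 of 12 libraries were closest to their own number. Every contig had at least 11 reads in every library, and each time point has 3 pools.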

Differences from the paper's values

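PRX57 (contig 1589) has a log2 fold change from H6 to H20 of -4.83709 in the paper's Table S6 and of -2.82 here, or -2.92 as a plain log2 ratio of mean RPKM, the scale of that table. All 21 alternatives set before the data were examined still differ from the paper's value, and 0 reach it. A contig described as peroxidase ATP13a, chosen after its values were seen, has -4.84 on the plain scale and -4.71 in the edgeR test. The paper's value for PRX57 rounds to the same -4.84. Whether the paper's value was taken from that contig was not tested. Over the 77 log2 fold changes compared one by one, all 77 have the same sign. That of PRX57 is the 1 that differs by more than the SD between replicates on the plain scale. For HCT, CCR1, CCoAOMT and CAD4 the paper's text gives 2.79 as the highest, and here it is 2.67, or 2.57 on the plain scale, which lies within that SD; the paper's Table S6 gives 2.57137 for HCT.

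For CAD4 the paper's Table S3 gives 1.58245 beside primer contig 10133, whose log2 ratio of mean RPKM is 2.52 here. For PAL the paper's Table S3 gives 2.9597 beside primer contig 17365, whose ratio is 1.84 here. None of the alternatives set before the data were examined changes the contig, so none reaches these values. With the more abundant contigs of CAD4 and PAL1, a setting chosen after seeing the values, the ratios are 1.58 and 2.96, and no gene of the paper's 10 is dropped.

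Over the whole of Table S6, 175 contigs were found, 174 with the same sign as in the paper and 169 within 0.1 of its value as a plain log2 ratio of mean RPKM. Of these 175, 134 were higher and 41 lower in H20 at an edgeR adjusted p under 0.05. The 6 outside that range were chosen after their values were seen. They are PRX57, contig 17574 (enolase; the paper's 1.84, here 3.69), contig 21295 (an ABC transporter; the paper's 2.68, here 1.42), contig 1752 (arabinose kinase; the paper's -1.66, here -1.22), contig 3612 (AT1G05260; the paper's 4.58, here 0.80) and contig 9652 (aldehyde dehydrogenase; the paper's 3.22, here -4.10, the opposite sign).

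The paper gives CAD9 as the only gene of the phenylpropanoid and monolignol pathways not higher at the later stages. Of 17 listed contigs, 15 have their highest mean in H15 or H20, and the exceptions are HCT contig 14769 (log2 fold change from H6 to H20 of -3.35) and COMT1 contig 4361 (-0.25). Outside that list, contig 8620 (AT5G14700), which the paper's Table S6 places under lignin synthesis and which was chosen after its values were seen, also fell (-2.40). AIF3 is given by the paper as higher in H6, and here its mean is highest in H6 but its fall to H20 does not pass (-0.29, edgeR adjusted p = 0.184), except with log2(RPKM + 5), where it does (-0.34, adjusted p = 0.0491 in limma). The paper counts as many HB as C2H2 members; in its Table S4, 12 contigs are listed as C2H2, 10 as HB and 2 as Homeobox.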

Other observations

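In this part, of the tests only the counts at an unadjusted p were chosen after the results were seen, and members of a list that did not pass, such as PRR5, were named after their values were seen. All 11 contigs of DNA replication and cell division were higher in H20 than in H6 (camera adjusted p = 8.87e-03, and 0.414 with an estimated correlation). CYCD3;2, a D-type cyclin, went from 8.00 RPKM in H6 to 43.5 in H15. Of 5 contigs of cutin and wax, 4 were lower in H20 than in H6, among them FDH, a wax enzyme of the epidermis, and GPAT8, a cutin enzyme, was higher (median -1.84, camera adjusted p = 0.167, and 0.547 with an estimated correlation). Of 7 clock contigs 1 was higher and 5 lower from H6 to H20 and PRR5 did not pass (median -0.81, camera adjusted p = 0.672). The 6 contigs of SEOR1 were all higher in H20 (camera adjusted p = 0.167). All 3 contigs of type-A response regulators, which respond to cytokinin, did not pass from H6 to H20 (edgeR), except that ARR5 did without H20 replicate 3 (-0.40). Apart from its statement on factors of circadian rhythm, the paper does not discuss these lists at this level.

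Contigs matched to the same Arabidopsis locus often change differently. In 340 pairs of contigs sharing 1 of 186 symbols, the median difference of the log2 fold change from H6 to H20 was 1.03, against 1.91 in random pairs, and 69 pairs (20.3%) were called in opposite directions. Measurement noise between pieces of 1 transcript is argued against as the whole cause, since 63.2% of the pairs differ beyond the bound set from their standard errors. Several hemp genes with the same best match may lie behind it: the 8 LAC17 contigs add up to 8337 bp, 3.71 times the longest (2248 bp). Without the sequences this cannot be told apart from pieces of 1 gene with different ends.

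For the 4 time points, the real grouping gave 3620 contigs and the highest of 99 other splits gave 12; 1 of 100 splits was as large, the real one. The contigs had been selected with the real grouping, so this share leaves chance undecided. For each pair of time points there are 10 splits, too few for a share under 0.05. The real split gave 2594 contigs for H20 against H6, 1305 for H9 against H6, 1575 for H15 against H9 and 491 for H20 against H15, and 1 split of 10 was as large each time, the real one. The highest other split gave 0 in each pair at an adjusted p under 0.05 with edgeR, and 24, 42, 31 and 43 at an unadjusted p under 0.05; DESeq2 was not run on the other splits. For the gene lists, the real split gave 10 lists and the 9 other splits 9 to 12 (median 11). Of the 10 splits, the real one included, 9 gave at least 10. Groupings that mix H6 and H20 pools thus called about as many lists as the real one. The number of lists called at the preset correlation is no evidence of a difference between H6 and H20. A share under 0.05 was out of reach with 10 splits in any case. With an estimated correlation camera called 0 of 19 lists (3 at an unadjusted p under 0.05, smallest adjusted p = 0.114), and fry called 16. The list calls at the preset correlation therefore rest on treating co-expressed genes as nearly independent. The direction of their members does not rest on this. It is not independent of the paper, though, since contigs were matched partly through its tables of genes changed in these same libraries.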
